# Single-nucleus transcriptomics identifies cell cycle and synaptic pathway dysregulation during OPC-to-glioma progression

**DOI:** 10.3389/fncel.2026.1713437

**Published:** 2026-06-30

**Authors:** Dennis Huang, Angeliki Mela, Hye-Jin Park, Peter Canoll, Patrizia Casaccia

**Keywords:** brain tumor, glia, neuron, p53, PDGF, progenitor, transcription

## Abstract

Gliomas are characterized by poor survival rate and limited options for treatment. Based on the transcriptional enrichment for oligodendrocyte progenitor cell (OPC) transcripts, the proneural glioma is thought to arise from transformation of OPCs. Here, we injected mutant BB-p53n OPCs (with *Trp53* deletion and PDGF-BB overexpression) into recipient mice and performed single-nucleus RNA sequencing (snRNA-seq) of the injected cells and of brain tissue at early and late time points after injection, coincident with neuroimaging detection of tumoral masses. Analysis of tumor-bearing brain samples, identified a cluster that was not detected in the normal brain, but was enriched for OPC markers (*Olig2),* cell cycle genes (*Myc*) and glioma markers (*Top2a, Sox2*), which we named “OPC-like.” The clusters with “OPC-like” signature, were also the ones with greater genomic distribution of inferred copy number variations (inferCNVs) and high proliferative rate, and were therefore denoted as “tumors.” The inferCNV genomic load was higher in late-stage samples compared to early ones, indicative of progressive genomic instability. Immunohistochemical analysis validated the high proliferative rate and widespread expression of the “OPC-like” markers TOP2A and SOX2. Pseudotime analysis of cycling cells identified a trajectory of decreasing cell cycle checkpoint regulation and increasing synaptic signaling from early to late timepoints. Thus, the early timepoints were characterized by the emergence of highly proliferative cell clusters with a unique “OPC-like” transcriptional signature and inferCNVs, and the late timepoints were characterized by further genomic spreading of inferCNVs, loss of cell cycle checkpoints and transcriptional changes consistent with increased neuron-glioma interactions

## Introduction

Gliomas are the most common and lethal type of primary brain tumors and are thought to originate from glial cells in the central nervous system (Komori, 2022; Louis et al., 2021; Zong et al., 2012). Despite advances in surgical techniques, radiotherapy, and chemotherapy, gliomas remain associated with poor prognosis and limited therapeutic options, particularly high-grade gliomas (Ostrom et al., 2015; Rajesh et al., 2017). Understanding the molecular and cellular mechanisms that drive glioma progression is crucial for the development of more effective diagnostic and treatment strategies. Oligodendrocyte progenitor cells (OPCs) have been suggested to be the cell of origin of proneural gliomas (Liu et al., 2011; Sonabend et al., 2013), and in the normal brain their proliferative state is highly responsive to mitogen concentration and neuronal activity (Bergles and Richardson, 2016). Since, in proneural gliomas, OPCs harbor several genetic alterations (Verhaak et al., 2010) we previously characterized the growth characteristics and the transcriptional and epigenetic differences between OPCs harboring *Trp53* deletion and PDGF-BB overexpression (BB-p53n OPCs) and those only carrying *Trp53* deletion (p53n) (Huang et al., 2024). We previously showed that the injection of mutant BB-p53n OPCs into the subcortical white matter of recipient mice resulted in the formation of gliomas, while the injection of p53n OPCs did not (Huang et al., 2024). However, the previous epigenetic and transcriptomic characterization of BB-p53n OPCs did not address the transcriptional changes occurring over time after the injection of the BB-p53n OPCs. We reasoned that a longitudinal snRNA-seq design of brain-samples collected at two time points after injection of the mutant BB-p53n as well as nuclei collected from cultured BB-p53n OPCs would allow us to identify the main events occurring in the brain between injection and detection of late stage tumors. Previous studies using snRNA-seq were used to characterize human glioblastomas (Neftel et al., 2019) and to characterize the importance of myeloid cells in murine glioma (Rajendran et al., 2023) or define the importance of glial progenitors in murine gliomagenesis (Weng et al., 2019). Our study follows this line of study, by adopting a longitudinal study design of early- to late-stage gliomas after the injection of OPCs with well defined genetic alterations. The results shown here are consistent with the emergence of highly proliferative populations of OPC, with a unique transcriptional signature characterized by positive regulation of the cell cycle and high expression of markers of the primitive OPC state. We also inferred CNVs from the datasets and noted a progressively wider genomic distribution from the early to the late collected brain samples, suggesting high genomic instability. Pseudotime analysis of the progression from early to late gliomas further identified the loss of regulatory checkpoints and the detection of an increased synaptic signaling transcriptional signature, consistent with the importance of neuron-glioma interactions driving tumor growth at the later stages, as previously reported (Venkatesh et al., 2015; Venkatesh et al., 2019).

## Materials and methods

### BB-p53n OPC *in vivo* injections

BB-p53n OPC isolation and infection were performed as described in Huang et al. (2024). In brief, primary mouse OPCs from either sex were isolated from the brain of *Trp53fl/fl* C57BL/6 (JAX:008462) pups at postnatal day 5–7 with a rat anti-mouse CD140a antibody (Fisher Cat# 558774), recognizing PDGFRα. 

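As a check of the labels, both targeted genes were looked up first in the snRNA-seq of the cultured BB-p53n OPCs, which is 1 library with no replicate. *Trp53* lies on chromosome 11 of GRCm39 from 69469669 to 69482701, on the plus strand, and *Pdgfb* lies on chromosome 15 from 79880009 to 79899181, on the minus strand. In the nuclei within the cutoffs of the methods on detected genes, 3496 UMIs were counted on *Trp53*, a level of 24.8 CPM, the UMIs of the gene normalized to the total UMIs (95% exact Poisson interval 24.0 to 25.6). Between clusters of these nuclei the level of *Trp53* ran from 19.5 to 27.0 CPM, and over all deposited barcodes it was 24.9. Mouse *Pdgfb* was counted 75 times, or 0.531 CPM (0.418 to 0.666). Between clusters its level ran from 0 CPM (0 to 0.310) to 4.62 CPM (2.22 to 8.50), the latter from 10 UMIs. The counts are summed over each gene, so they do not show which exons of *Trp53* the transcripts held, and transcripts of the retrovirus were not analysed here. OPCs without the deletion or without the retrovirus were not analysed here either, so neither level has a control. All intervals given for this library cover counting error only.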

OPCs were then transduced with a PDGFB-IRES-CRE retrovirus to obtain *Trp53*null and PDGFB overexpressing (BB-p53n) OPCs. Retrovirus production was performed as described in Lei et al. (2011). Cell implantation was performed, according to IACUC approved protocols, by stereotactic intracranial injection of 50,000 OPCs in 1 μL of SATO media, at a flow rate of 0.25 μL/min with a Hamilton syringe, as previously described (Upadhyayula et al., 2023). C57BL/6 J Mice (JAX:000664) were anesthetized by intraperitoneal injection with Ketamine/Xylazine (100 mg/kg and 10 mg/kg, respectively) and assessed for lack of reflexes by toe pinch. Cells were injected through a burr hole that was made with a 17-gauge needle, 2 mm lateral and 2 mm anterior to the bregma, 2 mm deep into the brain parenchyma aiming for subcortical white matter.

### Tumor detection and tissue collection

The same batch of BB-p53n OPCs was injected into the brain of six syngeneic female mice, as described above. Mice were assessed daily for clinical signs, while tumor growth was assessed by MRI monitoring using a Bruker BioSpec 9.4 Tesla Small Animal MR Imager (CUIMC Oncology Precision Therapeutics and Imaging Core, OPTIC). Tissue was collected from three mice with detection of early-stage tumors at 45dpi (E1, E2, and E3), and three mice with late-stage tumors at 60dpi (L1), 73dpi (L2) and 64dpi (L3) and contained the tumor as well as normal brain tissue. Mice were euthanized by cervical dislocation and the brains were rapidly removed to preserve the transcriptional signatures. The right frontal lobe tissue in the injected hemisphere 2 mm anterior to bregma, containing the tumor as well as normal-appearing parenchyma, was immediately flash frozen in liquid nitrogen and stored at -80 °C, while the rest of the tissue was placed in 4% paraformaldehyde (PFA) to be fixed for histological analysis. After 24 h of tissue fixation, the hemisected brain saved for histology was washed, kept in PBS and sent to the Molecular Pathology Shared Resource (CUIMC MPSR) for paraffin embedding, sectioning and histological staining, such as Hematoxylin–Eosin. The remaining sections were used for immunohistochemistry using different antibodies.

### Single nucleus isolation, library preparation and initial processing

Before dissociation, the frozen samples underwent additional trimming in order to generate similar size tissue blocks, centered around the coordinates of the injection site and containing both the tumor and normal brain tissue. Trimming was performed by thawing the samples in ice cold Miltenyi tissue storage solution (cat# 130–100–008). Subsequent steps to extract nuclei followed a slightly modified version of the 10X nuclei isolation kit (cat# 1000493) protocol for gene expression libraries. The yield of cell nuclei varied across samples, with greater yield obtained from the early tissue samples (E1: 930,000; E2:530,000; E3:890,000) and lower yield for the late tissue samples (L1:530,000; L2:280,000; L3: 450,000), possibly resulting from differences in overall tissue damage due to tumor growth and necrosis. After debris removal with Milteny’s solution (cat# 130–109-398), the nuclei were resuspended in in PBS containing 0.1% BSA and then isolated according to the protocol of the 10X nuclei isolation kit. After extraction, the purified nuclei were resuspended at a concentration of 10^6^/mL and subjected to 10× 3’ Gene Expression library preparation (Chromium Next GEM Single Cell 3′ Kit v3.1, 16 rxns PN-1000268). All the longitudinally collected samples were sequenced at the same time, with a target of 10,000 nuclei per sample and 40,000 reads per nucleus, using a Novaseq 6,000 sequencer. Samples from cells were processed separately. A plot of the genes per nucleus for each dataset can be found in Supplementary Figure 1. All data deposited in GEO, accession number GSE309333.

### snRNA-seq raw data processing, integration, clustering analysis

Raw sequencing data were put through the default 10X cellranger (Cellranger v8.0.1) pipeline for alignment and gene annotation using mm39 reference files provided by 10X. Nuclei were first filtered using the Cellranger’s barcode calling algorithm (with the expect-cells set to 15,000), followed by additional manual filtering by total number of detected genes. The cutoffs were defined to remove far outliers and maintain the primary population of cells in each sample with +/−1.5 times interquartile range, as reflected in Supplementary Figure 1. The data on the BB-p53n OPCs were obtained from cultured cells, rather than tissue samples and therefore were characterized by an overall higher distribution of genes per cell and needed a different cutoff (parameters set as follows: 600 < = nGenes <= 6,000 for Early, Late and normal Brain; 2000 < = nGenes <= 8,000 for BB-p53n OPCs). 

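The 10047 barcodes of the deposited BB-p53n OPC matrix had between 104 and 9483 detected genes, with a median of 4603. The quartiles of detected genes were 3728.5 and 5548, so that 1.5 times the interquartile range spans 999.25 to 8277.25 genes and holds 9486 barcodes. The cutoffs of 2000 and 8000 genes kept 8917 nuclei, 88.8% of the barcodes. They removed 918 barcodes with fewer genes, whose median was 1050, and 212 barcodes with more, whose median was 8432.5. Mitochondrial genes took 19.5% of the UMIs of the barcodes below the lower cutoff, 6.34% in the kept nuclei and 6.34% above the upper cutoff. A narrower range of 3000 to 7000 genes kept 7935 nuclei.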

A detailed description can be found in Supplementary Table 1. Filtered nuclei were imported into R for further analysis. Normalization, dimensional reduction, unsupervised clustering, automated annotation, module scoring (enrichment analysis), and most visualizations of single nucleus data were all done through the Seurat package (v5.1.0) (Hao et al., 2021; Stuart et al., 2019; Butler et al., 2018; Satija et al., 2015). Three early-stage and three late-stage tumor samples were merged into a single Seurat object and run through the normal snRNA-seq Seurat pipeline: normalizing, finding variable genes, scaling data and calculating principal components (PCs). Each data set was normalized with log normalization (the scale factor set to 1,000) and number of variable genes set to 3,000. After normalization, the data were scaled and adjusted by linear regression according to total counts per cell. The significant PCs (1:20) were used to generate Uniform Manifold Approximation and Projection (UMAP) plots and clusters in the data (resolution set to 1.0 and number of neighbors set to 200). 10X normal mouse brain dataset was processed the same way as tumor datasets. Finally, Seurat’s RPCA integration method was implemented to reduce batch related variation. All UMAP and violin plots were created using Seurat package tools.

### Single-nucleus RNA sequencing annotation

Azimuth was used to rapidly annotate the early- and late-stage tumor datasets described above to their closest CNS cell type (Yao et al., 2021). Annotations of multiple types of neurons were combined into either GABAergic (Lamp5, Meis2, Pvalb, Sncg, Sst, Sst Chodl, Vip) or Glutamatergic Neurons (L2/3 IT, L5 ET, L5 IT, L5/6 NP, L6 CT, L6 IT, L6 Car3, L6b). Nuclei with Azimuth prediction and mapping scores lower than 0.75 were further assessed by Seurat’s module scoring, calculating levels of enrichment by gene sets. Nuclei with low Azimuth prediction and mapping scores that also received a OPC module score greater or equal to the median were manually annotated as OPC-like. OPC cell type gene sets were obtained from McKenzie et al. (2018).

### Differential expression and enrichment analysis

Pseudobulk differential expression analysis was performed by analyzing nuclei from each of the three mice with early-stage tumors and three with late-stage tumors and calculating the summation of counts per gene. After summation, the six subsets were treated as 3 bulk RNA-seq for each set of early- and late-stage tumor bearing samples and used for differential expression analysis. In the case of the comparison between “OPC-like vs other cell types”, each of the six samples obtained from mice (three early- and three late-stage tumor bearing sample datasets) had their nuclei divided into OPC-like nuclei and all other cell types. This resulted in six observations for OPC-like nuclei and six observations for other cell types separated by sample/mouse. In the case of “late versus early tumor cells”, the identified tumor nuclei were separated by mouse resulting in three observations of late-stage and three for early-stage tumor-bearing samples. Once pseudobulk count matrices were prepared, the standard differential expression analysis procedure was followed as instructed by the edgeR Bioconductor package, including normalization (calcNormFactor()), count transformation (voom()), and linear modelling (lmfit()) (v4.0.16) (Robinson et al., 2010).

Gene set enrichment analysis (GSEA) was performed with the clusterProfiler, using the gseGO(), GSEA() functions (v4.10.0) package and Org. Mm.eg.db (v3.18.0) annotation database (Subramanian et al., 2005; Yu et al., 2012). Gene list inputs for GSEA were filtered by adjusted *p*-value less than 0.01, calculated by differential expression analysis. CNS cell type gene sets were obtained from McKenzie et al. (2018). Curated cell cycle progression gene sets were obtained from Tirosh et al. (2016), Neftel Signatures were obtained from Neftel et al. (2019), the OPC-like signature was defined as the top 50 genes with adjusted *p* value *<=0.005* and log fold change greater than 1.0, and other gene sets obtained from the Gene Ontology database (Ashburner et al., 2000). All enrichment dotplots were generated with the enrichplot (v1.22.0) package (Yu, 2024). All volcano plots were generated using ggplot2 (v3.5.1) (Wickham, 2016).

### Inferred CNV analysis

Nuclei from the merged Seurat object containing normal mouse brain, early samples, and late samples (~80,000 nuclei), were randomly divided into 4 equal subsets - using R – to be analyzed using the inferCNV package (v3.20) (inferCNV, 2025), in order to overcome limited memory in local hardware. In order to cover the entire population of ~80,000 nuclei, inferCNV was iterated for 4 times, each time choosing ~20,000 nuclei that were not included in the previous draw. 5,000 cells from a normal mouse brain dataset provided by 10X Genomics were used as reference. The raw count data from each subset were used as input for inferCNV, for each of the four draws, using the suggested parameters for 10X data (cutoff = 0.1, denoise = TRUE, HMM = TRUE, cluster_by_groups = TRUE). To visualize data from inferCNV analysis in UMAPs, the output from inferCNV was joined with either early or late metadata by matching nuclei barcodes. Scaled proportions of CNV within each chromosome were added together for a “infer CNV score” for each nucleus across their genome.

### Tumor cluster identification

Early- and late-stage datasets were integrated with 5,000 cells from a normal mouse brain dataset provided by 10X Genomics which was prepared with the same single nucleus gene expression kit as the tumor data. Integration was performed as described above with Seurat’s RPCA method. Those clusters whose transcriptional signature of the nuclei was not identified in the normal brain were identified as “OPC-like,” as their signature included oligodendrocyte markers, such as *Olig2* and glioma markers, such as *Top2a*. All the transcripts that were upregulated greater than 1 FC in the “OPC like” clusters and with an adjusted *p* value *<=0.005* were considered as defining the “OPC-like signature” and the top 50 genes were used to generate a UMAP of enrichment. Similarly, the top 50 genes for the OPC and for the NPC Neftel’s signature (Neftel et al., 2019) were used to identify the clusters enriched for such a signature. Clusters that were enriched for the “OPC-like” and for the “NPC and OPC” Neftel’s signatures were detected only in datasets which integrated the normal brain with the early- and late-stage tumor bearing samples and were characterized by the presence “tumor” clusters. Further validation resulted from the identificat of inferred CNV enrichment, across the genome. Since CNV can also spontaneously occur in normal tissue (Erickson et al., 2022), but it is usually limited to smaller regions, less than 1 Mb (Rohrback et al., 2018), the “infer CNV score” described above was used to characterize cluster distribution and enrichment of CNVs across the data. The same clusters enriched for the “OPC-like” and “OPC and NPC Neftel’s” signature, were also the ones enriched for inferred CNVs. These “tumor” clusters were filtered out from the early- and late-stage tumor bearing sample datasets and processed for further downstream analysis (e.g., differential expression, GSEA).

### Cell cycle position analysis with TRICYCLE

Tumor cluster nuclei were filtered, normalized as described above and analyzed for cell cycle positions with TRICYCLE (Zheng et al., 2022). Analysis was done using the project_cycle_space() and estimate_cycle_position() functions under default parameters. 0*π* and 2π positions are highly associated with cells in G1/G0. Between 0.5π and π is S phase. Between π and 1.5π is G2/M phase. Nuclei were labelled as coming from cycling cells if their tricycle position was between 0.5π and 1.5π, and from quiescent cells if outside that range. Cell cycle plots (density plot) were made following TRICYCLE’s instruction with ggplot2 tools (v3.5.1).

### Pseudotime analysis (monocle3)

Cycling and quiescent tumor nuclei were filtered out of both early- and late-stage datasets according to methods described in previous sections. As one Seurat object, the tumor nuclei were processed and re-clustered by the Seurat package. The data were then input to monocle3 (Trapnell et al., 2014) tools to calculate pseudotime values. Pseudotime was calculated using the learn_graph() function under default parameters and roots were set to the cluster with the highest normal OPC enrichment signature, since the biological question addressed in this paper addresses how the injection of mutant BB-p53n OPCs evolve into early- and late- stage tumors. Pearson’s correlation analysis between pseudotime and gene expression was performed using the cor() function in base R. Nuclei barcodes were aligned with their respective pseudotime value and gene expression data. Correlation was calculated for each vector of expression values per gene and pseudotime values. Positive correlation values designated a higher likelihood that gene expression increased as pseudotime increased and vice versa for negative correlation values. We used this analysis for cycling tumor cells only, quiescent tumor cells only and a combination of cycling and quiescent tumor cells. Pseudotime specific UMAP and temporal gene expression figures were plotted using the Seurat’s dimplot() and monocle3’s plot_genes_in_pseudotime() function, respectively.

### Immunohistochemistry

Paraffin-embedded 5 μm tissue slices were processed for immunohistochemistry. Briefly, following deparaffinization with xylene and ethanol, sections were boiled in Sodium Citrate buffer, pH 6.0, for 10 min at high pressure in a pressure cooker. After cooling down, sections were treated with 1% hydrogen peroxide to quench endogenous peroxidases, then washed in phosphate buffer saline (PBS) and incubated in blocking solution (0.5% Triton-X in PBS with 5% Horse Serum), at room temperature for 30–60 min. Following overnight incubation with primary antibody in blocking solution at 4 °C, sections were washed in PBS and incubated with biotinylated secondary antibody for 1 h and then with the ABC reagent for 30–45 min, according to the Vectastain Elite ABC kit instructions (Vector Laboratories). DAB (Dako) incubation was used to visualize staining. Sections were then dehydrated and mounted with Permount. Primary antibodies for TOP2a (Abcam ab52934, rabbit 1:200) and SOX2 (Millipore AB5603, rabbit 1:200) were used.

### Glioma cell line

The BB-p53n glioma cell line was derived as previously described in Lei et al., (2011). Once female mice showed evidence of tumor morbidity, their brains were harvested after proper euthanasia. Tumors were then resected, dissociated and cultured in defined tissue culture media containing high glucose DMEM (5.4 g/L D-glucose, L-glutamine), 0.5% FBS, N2 supplement, PDGF-AA (10 ng/mL), bFGF (10 ng/mL), and antibiotic–antimycotic solution. In subsequent experiments, BB-p53n OPCs and glioma cells were cultured under the same conditions in SATO media.

### Edu incorporation

Cells were seeded in 8-well chamber slides (Thermo Fisher Scientific, 154941PK) and incubated overnight. EdU incorporation was performed using the Click-iT™ Plus EdU cell Proliferation Kit (Thermo Fisher Scientific, C10637) following the manufacturer’s instructions. Cells were treated with 10 μM EdU for 2 h, washed with PBS, and fixed with 4% paraformaldehyde (PFA) for 15 min at room temperature, followed by 2 PBS washes. Fixed cells were then processed for immunocytochemistry. Briefly, cells were permeabilized with 0.2% Triton X-100 in blocking buffer (PGBA containing 5% goat serum) for 1 h at room temperature and incubated with primary antibody at 4 °C overnight. After 3 PBS washes, cells were incubated with appropriate secondary antibody for 1 h at room temperature and washed 3 times with PBS. EdU detection was performed by staining with Alexa flour 488-conjugated azide for 30 min at room temperature in the dark. Cells were then washed, counterstained with DAPI, and mounted using Fluormount G mounting medium (Thermo Fisher Scientific). Confocal images were acquired using the Zeiss LSM-800 fluorescent microscope and Zen Blue software. For quantification of EdU-positive cells, at least 3 random fields per well were imaged, and the percentage of EdU-positive cells was calculated for each field.

### Immunocytochemistry

Cells for immunocytochemistry were seeded in 8-well chamber slides (Thermo Fisher Scientific, 154941PK) and fixed with 4% paraformaldehyde (PFA) for 15 min at room temperature. Fixed cells were permeabilized and blocked in PGBA (Phosphate buffer with 0.1% gelatin, 1%BSA, 0.002% Sodium Azide) containing 0.2% (vol/vol) Triton X-100 (Fisher Scientific cat#AAA16046AP) and 5% normal goat serum (Vector Laboratories cat#S-1000-20) at room temperature for 1 h. Primary antibodies were applied overnight at 4 °C or 1 h at room temperature followed by incubation of appropriate secondary antibodies conjugated with fluorophores. DAPI (life technologies Cat#D21490) in PBS is applied for 10 min and washed before mounting. Confocal images were captured using the Zeiss LSM-800 fluorescent microscope and Zen Blue software. Blinded quantification of the immunofluorescent intensity was performed using Fiji/ImageJ (Schindelin et al., 2012). Bar plots generated in Graphpad Prism (Graphpad version 10.0.0 for Windows). Antibodies used are listed as follow: anti-CD140a (PDGFRα, 1: 400, BD Biosciences #558774), anti-OLIG2 (1:500, Millipore #MABN50), anti-Topoisomerase alpha (1:1000, Abcam #ab52934), anti-SOX2 (1:1000, Cell Signaling #23064S), goat anti-rabbit IgG Alexa Fluro 488 (1:500, Invitrogen #A-11008), goat anti-mouse IgG Alexa Fluro 555 (1:500, Invitrogen #A-21422), goat anti-rat IgG Alexa Fluro 647 (1:500, Invitrogen #A-21247).

## Results

### Single-nucleus RNA-seq of mutant BB-p53n OPCs identifies a population of progenitor cells resembling the primitive OPC phenotype

We had previously characterized the transcriptional and epigenetic differences between mutant BB-p53n OPCs, which generated tumors when injected into the brains of syngeneic mice, and p53n OPCs, which did not form tumors. However, the steps occurring in the normal brain after the injection of mutant BB-p53n OPCs and leading to the formation of early-stage and then late-stage gliomas remained undetermined. 

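As the paper describes them, BB-p53n OPCs are primary mouse OPCs from pups of either sex with a deletion of *Trp53* and with PDGFB overexpressed from a retrovirus. Nuclei of the cultured cells were sequenced as 1 library with the 10x 3' v3.1 chemistry, which tags each captured transcript with a unique molecular identifier (UMI). The authors aligned the reads with Cell Ranger 8.0.1 to mm39 and deposited UMI counts per gene and barcode, without normalization, which sum to 154375410 over 33696 genes. The nuclei with 2000 to 8000 detected genes held 141138093 of these UMIs, with a median of 13771 UMIs and 4718 genes per nucleus. From these counts the nuclei were clustered with Seurat 5.3.0 by the settings of the methods, namely log normalization with a scale factor of 1000, 3000 variable genes, regression on total counts, principal components 1 to 20, 200 neighbors and a resolution of 1.0. The clusters were numbered by size from 0, and these numbers are not those of Figure 1B. Gene levels are CPM, the summed UMIs of a gene normalized to all UMIs of a cluster, with exact Poisson intervals. Shares of nuclei were taken after each nucleus was thinned to 5000 UMIs, which left out 157 shallower nuclei, and have exact binomial (Clopper-Pearson) intervals. No difference between clusters was tested, since nuclei of 1 library are not replicates. Doublets were not removed, because the methods name no such step. The automatic threshold of Scrublet called 0 nuclei, so that its calls had not worked on these data. A filter on mitochondrial counts is not named in the text of the paper. As an alternative, values are also given for the 1954 nuclei in which the 13 mitochondrial genes took at most 5% of the UMIs, which leaves out 78.1% of the nuclei within the cutoffs. The libraries of early-stage and late-stage tumor-bearing brains were not analysed here.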

To better understand this process, we reasoned that it would be important to start by providing a thorough molecular characterization of the cultured mutant BB-p53n OPCs using snRNA-seq (Figure 1A). UMAP representation of the BB-p53n OPC data identified them as a heterogeneous population composed of five clusters (Figure 1B). 

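With the settings of the methods, the 8917 nuclei of the cultured BB-p53n OPCs fell into 8 re-derived clusters, numbered 0 to 7, of 1810, 1733, 1367, 1338, 1023, 777, 687 and 182 nuclei. The setting that moved this number most was 20 neighbors in place of 200, with 17 clusters. The 1954 nuclei with at most 5% mitochondrial UMIs, clustered alone, fell into 5 clusters of 503, 463, 456, 331 and 201 nuclei. The median number of UMIs per nucleus was 30276 in re-derived cluster 5 and between 10005.5 and 19314 in the other clusters. The median Scrublet score was also highest in cluster 5, at 0.195 against at most 0.0371 elsewhere, so this cluster may hold many doublets. The genes that define the clusters were ranked by their level over that in all other nuclei. They included *Nrg3*, *Gm29514* and *Gabra3* in re-derived cluster 0, *Adm*, *Grin2a* and *Tsix* in cluster 1, *Fam135b* and *Myo5b* in cluster 2, and *Ralyl*, *Tafa1* and *Tafa2* in cluster 3. In cluster 4 they included *Cdc20*, *Erbb3* and *Zfp941*, in cluster 6 *H2ac22*, *H2ac8* and *Gm49980*, and in cluster 7 *Bnc2*, *Arhgap24* and *Trpm3*. The first gene of cluster 5, *Syt4*, was at 1.38 times its level in the other nuclei, against 86.2 times for *Bnc2* in cluster 7.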

While all of the five clusters were characterized by the expression of the oligodendrocyte lineage-specific transcription factors *Olig1* and *Olig2* (Figure 1C; Supplementary Figure 2A), and to a certain degree also of *Sox2* (Figure 1D; Supplementary Figure 2D), cluster 2 was characterized by the expression of *Plp1* (Figure 1E; Supplementary Figure 2C) and cluster 3 by lower levels of the OPC markers *Pdgfra* and *Cspg4* (Figure 1C; Supplementary Figure 2B). 

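*Olig1* (chromosome 16 of GRCm39, 91066660 to 91068821) ran from 520.0 CPM (95% exact Poisson interval 511 to 530) in re-derived cluster 1 to 718 CPM (708 to 729) in cluster 0. *Olig2* (chromosome 16, 91019435 to 91025567) was lowest in cluster 1, at 212 CPM (206 to 218), and between 286 and 318 CPM in the other clusters. *Sox2* (chromosome 3, 34704554 to 34706610) ran from 158 CPM (141 to 175) in cluster 7 to 239 CPM (233 to 245) in cluster 0. Of these 3 genes in any cluster, the lowest level relative to the whole library was that of *Olig2* in cluster 1, at 0.724 times. The alternative that moved this value most was the set of 1954 nuclei, with 0.614 times for *Olig2* in their cluster 4. The lowest share of nuclei with a UMI was that of *Sox2* in cluster 7, at 50.3% (42.7 to 57.8) after thinning and 69.8% without thinning, with 3 nuclei left out and a median depth of 10151 UMIs. No nuclei known to lack these genes were in the library. As a gauge of free RNA, nuclei with a Y-linked UMI in cluster 1, most of whose nuclei had *Xist*, were 0.294% without *Xist* and 2.11% with it after thinning to 5000 UMIs, and 0.404% and 5.08% without thinning, at a median depth of 11623 UMIs.

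*Pdgfra* (chromosome 5, 75311994 to 75358876) was lowest in cluster 1, with 19.4 CPM (17.6 to 21.3) or 0.0646 times (0.0586 to 0.0710) the level in all other nuclei. The next level was 144 CPM in cluster 3, and the remaining clusters had 265 to 393 CPM. *Cspg4* (chromosome 9, 56772317 to 56807187) in cluster 1 was at 12.2 CPM (10.8 to 13.8), which is 0.164 times (0.145 to 0.186) the level elsewhere, while the other clusters had 64.7 to 92.6 CPM. In cluster 4 of the 1954 nuclei, *Pdgfra* was at 0.121 times (0.098 to 0.148) and *Cspg4* at 0.218 times (0.160 to 0.290) the level of the other nuclei. Since *Pdgfra* could itself shape the clusters, the nuclei were also clustered without the named genes, which gave a ratio of 0.0648.

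**Figure D1:**
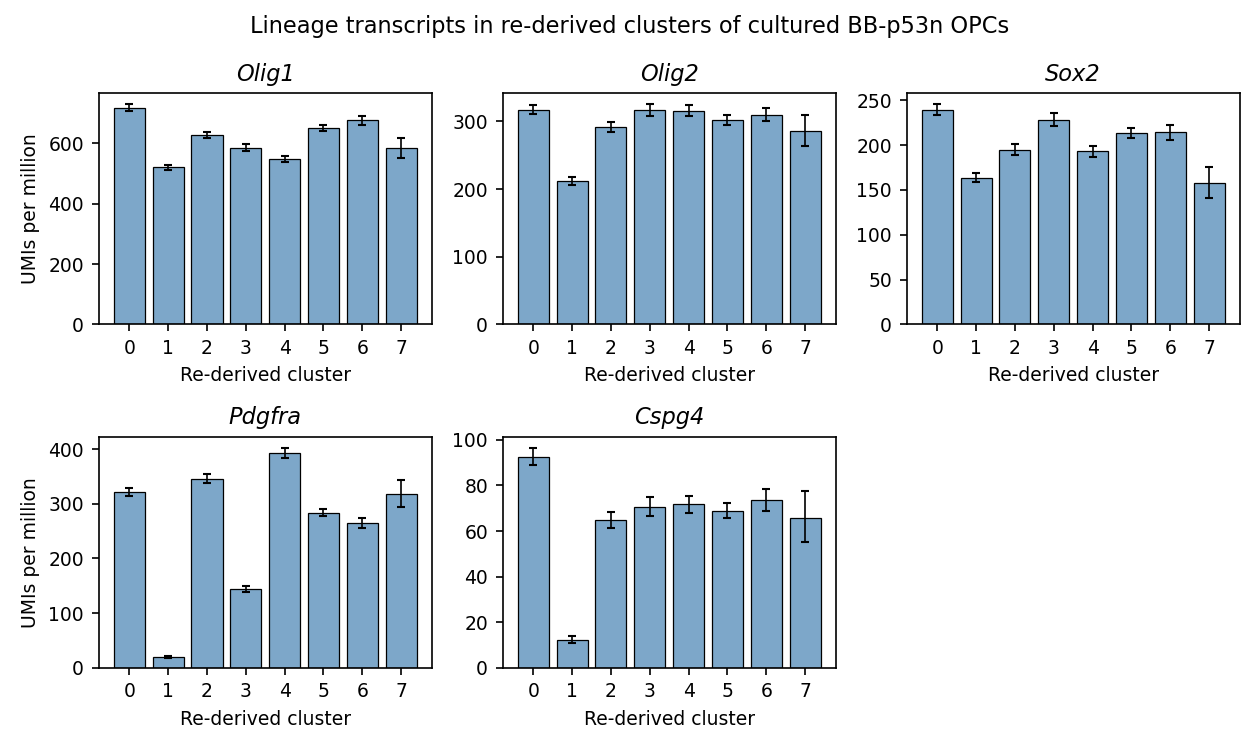
Levels of *Olig1*, *Olig2*, *Sox2*, *Pdgfra* and *Cspg4* in CPM (y axis) in each re-derived cluster of cultured BB-p53n OPCs (x axis), with 95% exact Poisson intervals. *Pdgfra* and *Cspg4* are lowest in cluster 1, at 19.4 and 12.2 CPM.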

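Transcripts of neurons, astrocytes and neural progenitor cells were summed over lists of marker genes written for this work, and the lists of the paper were not used here. The 10 neuronal genes summed to 354 CPM in the library (95% exact Poisson interval 350 to 357), and ran from 169 CPM in re-derived cluster 1 to 1042 CPM in cluster 7. In cluster 7, *Nrxn3* alone accounted for 933 CPM, and *Snap25* was at 6.47 CPM. Cluster 3 came next with 737 CPM, of which *Nrxn3* gave 430 and *Syt1* 226 CPM. The 8 astrocytic genes summed to 463 CPM (460 to 467), from 261 CPM in cluster 0 to 729 CPM in cluster 3, and *Slc1a3* and *Aldoc* made up 423 and 288 CPM of the latter. *Gfap* (chromosome 11 of GRCm39, 102778159 to 102791738) was counted 160 times, or 1.13 CPM (0.965 to 1.32), and at most 1.79 CPM (1.25 to 2.49), in cluster 4. *Aqp4* and *Gja1* were at 0.0283 and 0.0425 CPM. *Mlc1* was at 96.65 CPM in cluster 1, 15.7 CPM in cluster 5 and at most 2.31 CPM in the other clusters. The 10 neural progenitor genes summed to 417 CPM (414 to 421), from 238 CPM in cluster 2 to 734 CPM in cluster 3. *Sox11* gave 229 CPM of the library's sum, but was similar in clusters 0, 1 and 3, at 301.7, 300.4 and 312.9 CPM. In cluster 3, *Nsg2* was at 135.5, *Dcx* at 98.96 and *Elavl4* at 93.9 CPM, against 20.03, 3.995 and 17.12 CPM in cluster 2. *Dcx* and *Elavl4* were also high in cluster 0, at 70.65 and 93.35 CPM. *Stmn4* and *Igfbpl1* went the other way, at 11.56 and 5.598 CPM in cluster 3 against 18.05 and 21.06 CPM in cluster 2. Among the 1954 nuclei with at most 5% mitochondrial UMIs, the sums per cluster ran from 147 to 732 CPM for the neuronal, 271 to 660 CPM for the astrocytic and 278 to 670 CPM for the neural progenitor genes. The highest cluster exceeded the lowest in mean module score by 0.0536, 0.0449 and 0.0407 for the 3 lists.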

None of the identified clusters showed enrichment for cell-type-specific transcripts enriched in neuronal, astrocytic (Figure 1F; Supplementary Figure 2E) or neural progenitor cells (Figure 1G; Supplementary Figure 2F). Bulk RNA-seq analysis of the BB-p53n OPCs, using data from our previous study (Huang et al., 2024), further validated the enrichment of genes specific for OPCs and primitive OPCs (Figure 1H). The negligible levels of *Tubb3*, a gene previously reported as one of the transcripts expressed in neural progenitor cells, was consistent with the lack of enrichment for Neftel NPC-1 and NPC-2 signatures (Neftel et al., 2019; Figure 1I). 

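*Tubb3* lies on chromosome 8 of GRCm39 from 124138163 to 124150092. In the snRNA-seq of the cultured BB-p53n OPCs, 3678 UMIs were counted on it, which is 26.1 CPM (95% exact Poisson interval 25.2 to 26.9). The level ran from 18.7 CPM (16.9 to 20.7) in re-derived cluster 2 to 32.9 CPM (30.7 to 35.2) in cluster 0. Of the 25898 genes with a UMI in these nuclei, 6479 had more UMIs than *Tubb3*, while 206 had more than *Olig1*. In the 1954 nuclei with at most 5% mitochondrial UMIs, *Tubb3* was at 28.8 CPM (26.9 to 30.8) and highest in their cluster 0, with 36.0 CPM (31.9 to 40.4).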

As the gene signature of any cell type consists of more than a single gene, we mapped the five clusters with the signature of distinct cell types based on previous publications (McKenzie et al., 2018), which revealed an enrichment for the OPC and primitive OPC signature, especially in cluster 0, cluster 1 and cluster 2 (Supplementary Figure 3). 

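The OPC and primitive OPC lists written for this work were summed in the same way as those of the other cell types. The 10 OPC genes summed to 5415 CPM in the library (95% exact Poisson interval 5403 to 5427). Re-derived cluster 0 had the highest sum, 7572 CPM, cluster 1 the lowest, 1813 CPM, cluster 7 had 3873 CPM, and the others 5095 to 6261 CPM. *Lhfpl3* accounted for 3116 CPM in cluster 0 and 123 CPM in cluster 1. Each of the 10 OPC genes was lowest in cluster 1, and *Sox10* was at 5.87 CPM there against 57.2 to 148 CPM in the other clusters. The median over the OPC genes was 22.2 CPM in cluster 1 and 224 to 286 CPM in the others. The 8 primitive OPC genes summed to 2053 CPM (2045 to 2060.0) and differed less between clusters, from 1860.0 CPM in cluster 4 to 2783 CPM in cluster 7. As differences in mean module score between the highest and the lowest cluster, the OPC list gave 0.267 and the primitive OPC list 0.0563. For each of the 10 lists, the cluster with the highest score was the cluster with the highest sum. In the 1954 nuclei with at most 5% mitochondrial UMIs, the OPC sum was 5626 to 7453 CPM in their clusters 0 to 3 and 1961 CPM in their cluster 4, and the primitive OPC sum was 1958 to 2174 CPM. The committed oligodendrocyte list summed to 1166 CPM in the library, of which *Fyn* gave 545 CPM. The endothelial list summed to 58.0 CPM, and its 262 CPM in cluster 1 came almost entirely from *Apln*, with 254 CPM. Microglial genes summed to at most 16.2 CPM and fibroblast or pericyte genes to at most 8.32 CPM, both in cluster 7.

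**Figure D2:**
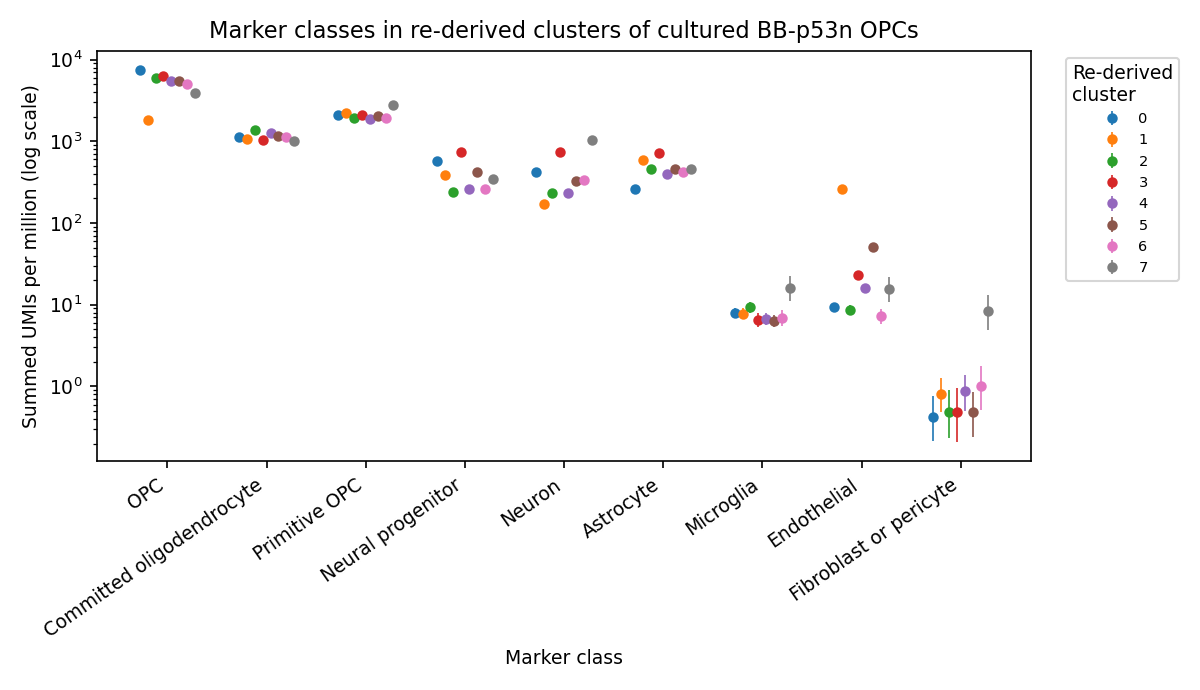
Summed CPM (y axis, log scale) of lists of marker genes (x axis) in the re-derived clusters of cultured BB-p53n OPCs, with 95% exact Poisson intervals, many of them smaller than the points. The OPC list is lowest in cluster 1, with 1813 CPM, and the primitive OPC list lies between 1860.0 and 2783 in all clusters.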

At a cellular level, the mutant OPC cultures were characterized by the expression of PDGFRα and OLIG2 proteins and by the absence of any contaminating cell type (Figures 1J,K). Overall, these data suggest that the mutant BB-p53n OPCs were characterized by the presence of a signature consistent with a primitive OPC phenotype, previously reported to be involved in gliomagenesis (Weng et al., 2019).

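Within the primitive OPC list, *Ppp1r14b* was at 1569 CPM in the library and so made up most of the sum of the list. *Sox2* was at 206 CPM and *Egfr* at 60.7 CPM. *Egfr* differed between re-derived clusters, from 2.66 CPM in cluster 2 to 236 CPM in cluster 1, the cluster with the lowest *Pdgfra*. The paper describes the lineage transcripts *Olig1* and *Olig2* in each cluster (Figure 1C) and, to a certain degree, the stem cell marker *Sox2* (Figure 1D). It also describes a lack of enrichment for neuronal, astrocytic and neural progenitor transcripts (Figures 1F,G,I). It adds the OPC and primitive OPC signatures (Figure 1H; Supplementary Figure 3) and the stainings for PDGFRα and OLIG2 (Figures 1J,K). From these data together, the paper proposes that BB-p53n OPCs carry a signature of a primitive OPC phenotype.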

**Figure1:**
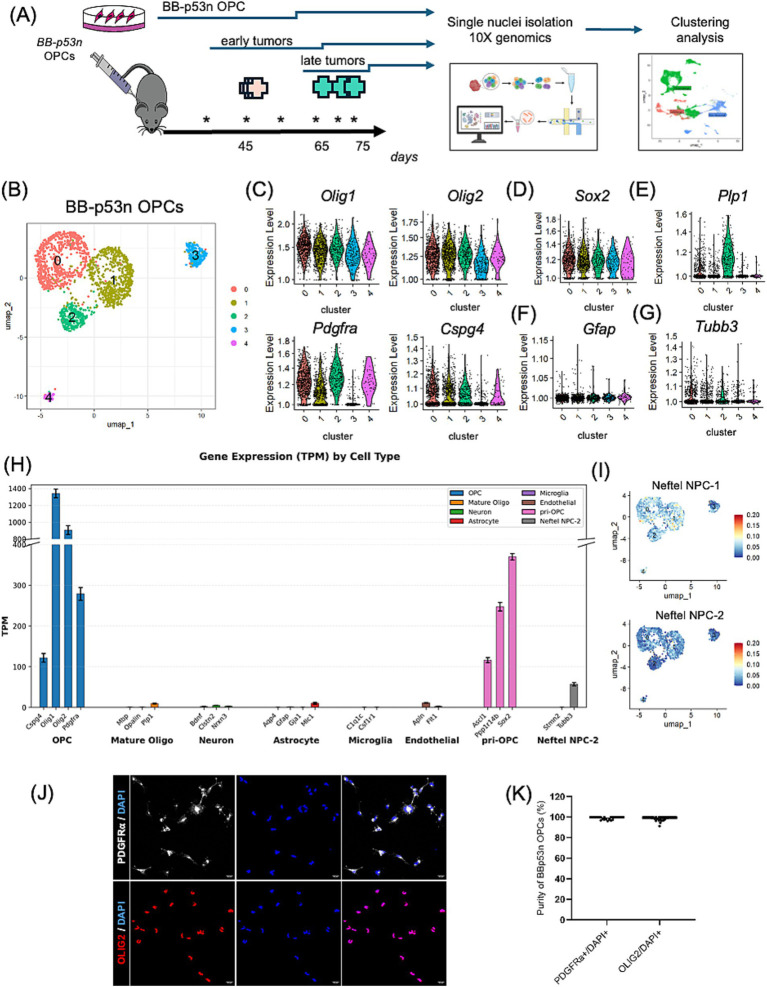
BB-p53n OPCs are transcriptionally heterogeneous. **(A)** Experimental design of the single nucleus transcriptomic study of early and late gliomas induced by injection of mutant (BB-p53n) OPCs into recipient mice. **(B)** UMAP plot of snRNA-seq from cultured BB-p53n OPCs. **(C–G)** Violin plots representing transcript levels in each cluster annotated in the UMAP plot in panel B: OPC markers *Olig1Olig2, Pdgfra, Cspg4* **(C)**, stem cell marker *Sox2* **(D)**, oligodendrocyte marker *Plp* **(E)**, astrocyte marker *Gfap* **(F)**, neural progenitor marker *Tubb3* **(G)**. **(H)** Barplot showing the TPM values of BB-p53n OPC bulk RNA-seq data from Huang et al., 2024 for the transcripts specific for the distinct cell types indicated on the X axis. **(I)** UMAP plots of BB-p53n OPCs. The color of the dots represents the enrichment levels of the transcriptional signature identifying Neftel NPC-1 and NPC-2 cells, with blue representing less enrichment and red representing higher enrichment. **(J)** Representative confocal images of cultured BB-p53n OPCs stained for PDGFRa (white), OLIG2 (red) and DAPI (blue) as a nuclear counterstain. Scale bar = 20 μm. **(K)** Scatterplot of data quantified from images similar to the one shown in panel **J**. Each point represents the calculated percentage of PDGFRa+/DAPI+ cells or OLIG2+/DAPI+ cells per image field. Six to 12 image fields were quantified from 3 distinct experiments.

### Single nucleus RNA-seq of brain samples from mice with early- and late-stage gliomas reveals the emergence of an expanding population of OPC-like cells characterized by the expression of glioma markers

To address the mechanisms of glioma formation and progression, we injected 50,000 mutant BB-p53n OPCs into the subcortical white matter of female recipient mice with the same genetic background and monitored them for the presence of clinical signs and for imaging evidence of tumor growth by conducting weekly MRI imaging. Mice were sacrificed at two subsequent time points after the mutant OPC injection, which we arbitrarily defined as two “stages,” although the processed brain tissue blocks contained tumor as well as normal brain tissue (Figure 1A). The “early-stage” collection time points were defined by the MRI detection of small masses, typically occurring around 45 days post-injection (dpi). The “late-stage” collection time points were defined by the MRI detection of large tumors and progressively deteriorating clinical signs, typically occurring between 60 and 73 dpi (Figure 2A). For this reason, we referred to them as “early-stage” and “late-stage” tumor-bearing brain tissue samples. Three mice were sacrificed at each early and late time point. The hemisected brain containing the injection site was divided into two halves: the anterior portion surrounding the injection site coordinates was flash-frozen in liquid nitrogen and processed for nuclear extraction while the posterior portion was processed for histological validation of the tumors. Besides clinical and radiological evidence, the presence of tumors was confirmed by the detection of the characteristic histological hallmarks of gliomas, including neovascularization and pseudo-palisading necrosis (Figures 2B,C).

**Figure 2:**
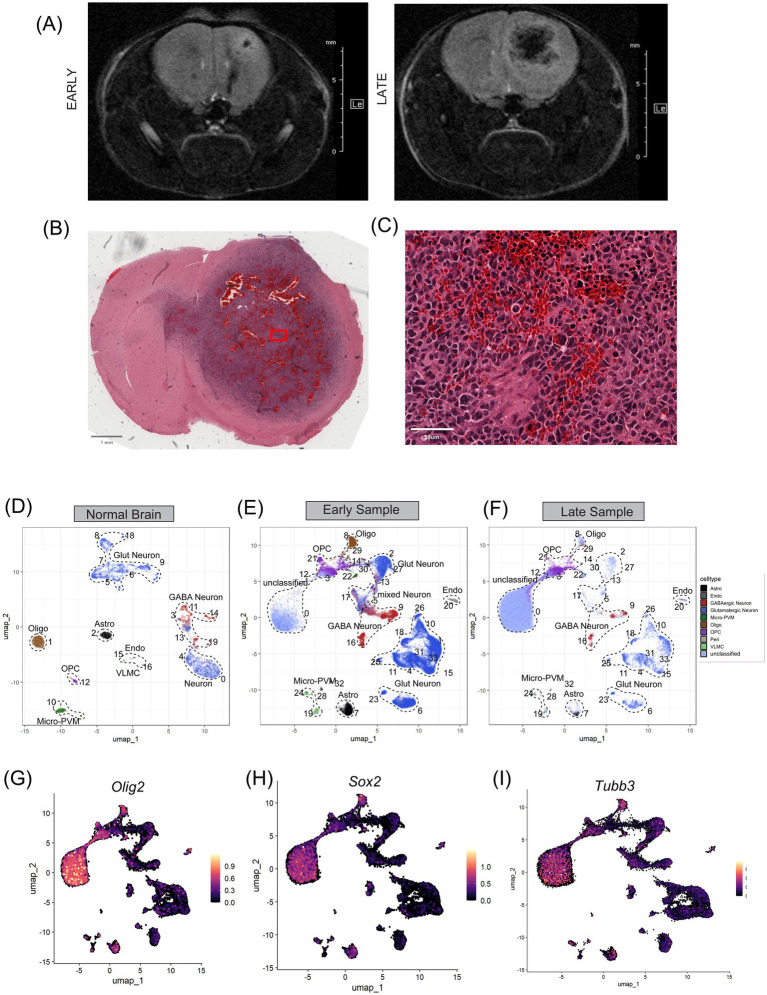
BB-p53n OPCs injected in the subcortical white matter of syngeneic mice, form gliomas characterized by the presence of cells with a unique “OPC-like” transcriptional signature. **(A)** MRI coronal images of the head of mice at time of harvesting for early- and late-stage tumors. The images are representative of one of three early and three late mice. Scale bar in millimeters. **(B,C)** Representative H&E staining of late-stage tumor at low **(B)** and high **(C)** magnification. Scale bars represent 1 mm **(B)** and 50 μm **(C)** respectively. The image is representative of the histopathology of late-stage tumors, with all the features of pseudo-palisading necrosis and extensive vascularization. **(D–F)** UMAP plots of dimensionally reduced annotated single nucleus data **(D)** of normal mouse brain (5,000 nuclei) from the 10X database and **(E)** of nuclei from early (38,863 nuclei) and **(F)** late (44,948 nuclei) tumor-bearing brain tissue samples. Automatic annotation of CNS cell types includes astrocytes (ASTRO), endothelial cells (ENDO), glutamatergic neurons (GLUT), GABAergic neurons (GABA), oligodendrocytes (Oligo), OPCs, microglia (Micro), pericytes (Peri), and vascular leptomeningeal cells (VLMC). Note the emergence of a newly identified cluster, which we annotated as “unclassified” in the early and late samples, as it was not found in the normal brain set and did not match the “OPC” or “oligodendrocyte” classification. **(G–I)** UMAP plots showing the enrichment of **(G)** *Olig2*, the stem cell marker *Sox2* **(H)** and the neural progenitor marker *Tubb3* **(I)**, in the “unclassified” cluster.

Trimmed brain tissue blocks, containing tumor as well as normal-appearing tissue, were further processed for nuclear extraction and subsequent 10× 3’ Gene Expression sequencing. Raw sequencing data of the harvested early- and late-stage brain samples along with a 10X provided normal mouse brain dataset were processed through the default 10X cell ranger pipeline for alignment and gene counts. After dimensional reduction and cell type annotation by Azimuth, in both early- and late-stage tumor-bearing samples, we detected a cluster which did not match any of the identifiable normal brain cell types (Figures 2D–F). Azimuth could not confidently assign the transcriptional signature to normal OPCs, and therefore this cluster remained unclassified in the tumor-bearing samples (Figures 2E,F). When we considered the differential transcripts in this cluster as compared to the rest of the cell type, with a cut-off of adjusted *p* value *<0.005* and FC > 1, we noted the presence of several genes related to cell division (Supplementary Table 2). The UMAP distribution revealed high levels of the *Olig2* transcript (Figure 2G), *Sox2* (Figure 2H), and *Tubb3* (Figure 2I), along with *Top2a* (Supplementary Figure 4A) and *Myc* (Supplementary Figure 4B) in this “unclassified” cluster in the tumor-bearing samples. Since this cluster was not detected in the normal brain dataset (Supplementary Figures 4C,D), and was characterized by the expression of *Olig2* and *Sox2,* we named it “OPC-like.” Of note, the early-stage samples (Figure 2E; Supplementary Figure 4E) were characterized by cell clusters with abundant representation of GABAergic, glutamatergic, mixed neurons, astrocytes, endothelial and other cell types, which were consistent with a good preservation of the parenchyma. In contrast, the late-stage tumor-bearing tissue samples were characterized by the progressive enlargement of the OPC-like cluster (Supplementary Figures 4E,F) and by sparse clusters of glutamatergic, GABAergic neurons and other cell types (Figure 2F), consistent with both the MRI imaging of large lesions (Figure 2A) and with the extent of necrosis and tissue damage detected by histopathology (Figures 2B,C).

To address the issue of reproducibility, we then conducted a pseudo-bulk analysis of the same data, but using results from individual mice and compared the “OPC-like” signature in the three early- and three late-stage tumor-bearing samples, in order to identify genes differentially expressed in this cluster compared to the rest of the cells. The volcano plot analysis revealed an enrichment for genes related to cell division, such as *Myc*, *Cdk1*, *Top2a* which were also previously reported in gliomas (Cencioni et al., 2023; Zhou et al., 2018; Weng et al., 2019), while genes related to synaptic signaling, such as *Shank1, Camk1, Pvalb* were down-regulated (Figure 3A). Consistently, gene set enrichment analysis (GSEA) of the differentially expressed genes in the “OPC-like” cluster, compared to all the remaining nuclei, revealed an enrichment in gene ontologies related to cell division, vasculature development and gliogenesis, while categories related to synaptic transmission were downregulated (Figure 3B). Thus, the “OPC-like” cluster was characterized by a transcriptional signature that was not the one of normal OPCs or neurons, but rather enriched for primitive OPC markers and proliferation genes (Supplementary Table 3). This cluster was not identified in normal brain datasets, as it was found only in the analysis containing datasets from the tumor-bearing brain tissue samples.

**Figure 3:**
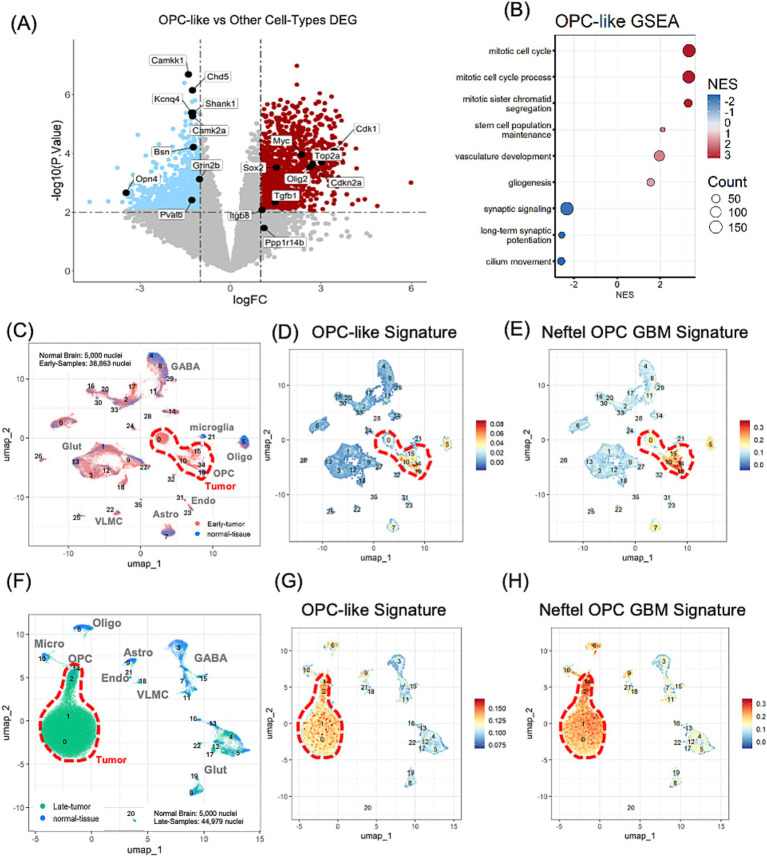
Characterization of the “OPC-like” signature and identification of “tumor” clusters. **(A)** Volcano plot of the differentially expressed genes between the “OPC-like” cluster and all the other clusters, resulting from the pseudobulk analysis of the six datasets from tumor-bearing datasets (3 early and 3 late brain samples). Only transcripts with adjusted *p* value <= 0.05 and FC > 1 are colored. Please refer also to Supplementary Table 2 for extended gene list. **(B)** Gene set enrichment analysis of genes differentially expressed in the “OPC-like” cluster compared to all the other cell types. Y-axis: gene ontologies, X-axis: normalized enrichment score (NES). Dot size refers to gene counts and color refers to adjusted *p*-value, with red being the most significant. Values to the left of the 0 represent downregulated pathways and those to the right represents upregulated pathways. Please refer to Supplementary Table 3 for more details. **(C)** UMAP plot of the integrated normal brain and early-stage tumor-bearing brain sample, identifying 35 clusters. **(D,E)** Feature plots, showing the cluster enrichment for cells with an “OPC-like” **(D)** or a Neftel OPC glioblastoma signature **(E)** in the early-stage tumor-bearing samples. **(F)** UMAP plot of the integrated normal brain and late-stage tumor-bearing brain sample, identifying 22 clusters. **(G, H)** Feature plots, showing the cluster enrichment for cells with an “OPC-like” **(G)** or a Neftel OPC glioblastoma signature **(H)** in the late-stage tumor-bearing samples.

### Identification of tumor cell clusters

We then integrated the datasets from either the early- (Figures 3C–E) or late- (Figures 3F–H) stage tumor-bearing brain tissue samples with the 10X normal mouse brain dataset, and identified 35 clusters in the early-stage (Figure 3C) and 22 in the late-stage samples (Figure 3F). When we visualized the UMAP distribution of the “OPC-like signature” in the integrated datasets between normal brain and early tumor-bearing sample, we noted five enriched clusters (Figure 3D), which were enriched for the Neftel’s OPC glioblastoma signature (Figure 3E). Similarly, in the late-stage tumor-bearing samples, we detected enrichment for the “OPC-like” signature (Figure 3G) in the same clusters that were also enriched for the Neftel’s OPC glioblastoma signature (Figure 3H). Those “tumor clusters” showed also an enrichment for the Neftel’s NPC glioblastoma (Neftel et al., 2019) signature (Supplementary Figure 5). As additional step to identify these clusters as tumoral, we performed an inferred CNV analysis (Figure 4A; Supplementary Figure 6), using the inferCNV package (inferCNV, 2025). A genome-wide representation of inferred CNVs revealed a progressive increase of inferred CNVs from early- to late-stage tumor bearing samples. The early-stage tumor bearing samples, for instance, showed a large number of duplications and amplifications on chromosomes 1, 7, 8, 15 and 16 and deletions on chromosomes 7, 11, 17 and 19 (Figure 4A). The late-stage tumor bearing samples were characterized by an increased distribution of the CNVs on the same chromosomes as well as several additional locations (Figure 4A). We then calculated a “total CNV score” across the genome by calculating the measured proportion of the chromosome containing CNV (a number between 0 to 1.0) and adding the values for all the chromosomes. The cluster distribution of the proportion of the genome containing CNV was then visualized using UMAPs, which revealed the highest “total CNV score” in the same clusters identified as “tumors” in early- (Figure 4B) and late-stage tumor-bearing samples (Figure 4C). A violin plot further showed that the highest enrichment for “total CNV score” was detected for the tumor clusters (Figures 4D,E).

**Figure 4:**
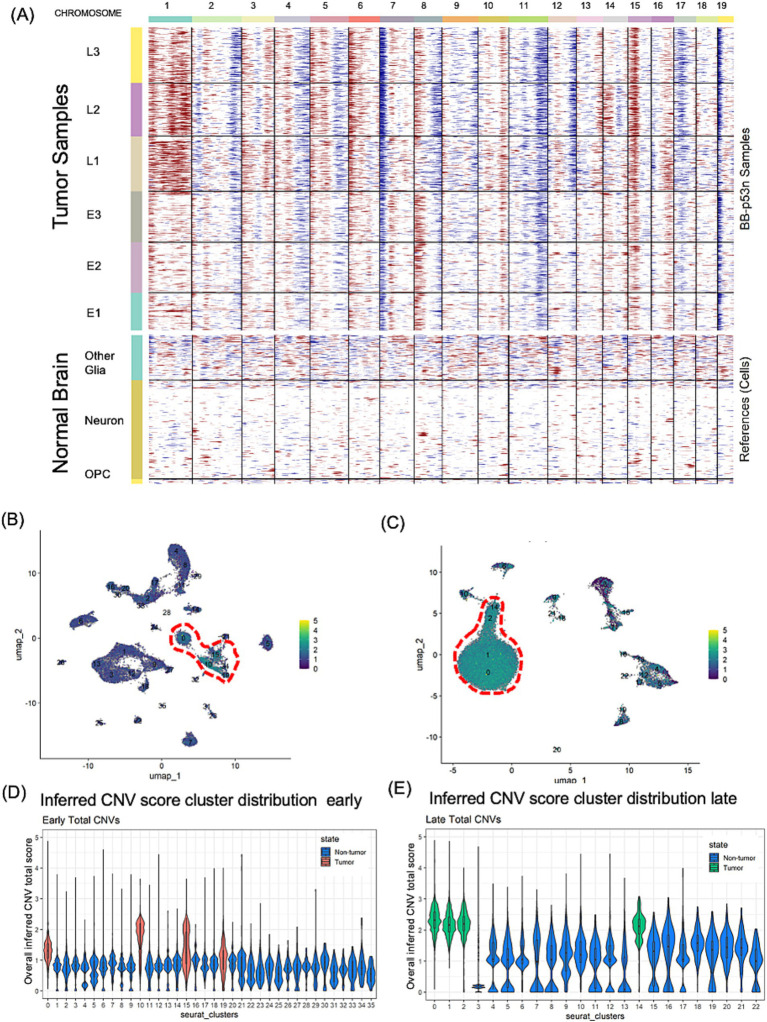
Widespread chromosomal distribution and cluster enrichment of inferred CNVs in the early- and late-stage tumor-bearing samples. **(A)** Genome-wide distribution of CNVs inferred from 20,000 randomly selected nuclei drawn from the three early- (E1–E3) and three late- (L1–L3) stage tumor-bearing tissue samples. The normal brain was used as reference and subcategorized into OPCs, neurons, and other glia. Chromosomes are organized in columns, each identified by a color and a number. Red color indicates inferred amplifications and duplications, and blue color indicates inferred losses or deletions. **(B,C)** UMAP plots representing clusters characterized by infer CNV score described in methods in early **(B)** and late **(C)** samples. Green/yellow colors represent enrichment. **(D,E)** Cluster distribution of inferred CNVs. The *X*-axis identifies the clusters detected in the early **(D)** and late **(E)** stage samples, while the *Y*-axis represents the infer CNV score. Violin plots in boxplots represent quantile ranges of the data.

Thus, the inferCNV analysis provided further support to the identification of “OPC-like” clusters as glioma cells in early- and late-stage tumor bearing brain tissue samples.

### Tumor cells from late-stage gliomas are enriched in genes involved in cell cycle, and gliogenesis

After filtering out the data from these “tumor” clusters from the three early-stage and three late-stage tumor-bearing brain tissue samples, we conducted a new differential expression (Supplementary Table 4) and GSEA (Supplementary Table 5) analysis to compare the late and early datasets, and interrogate the transcriptional changes occurring in the tumor cell clusters over time. The analysis revealed that late-stage glioma samples were enriched in gene ontology categories defined as positive regulation of the cell cycle (Figure 5A). More specifically, compared to early-stage, the late-stage tumor clusters were characterized by significantly greater levels of the transcriptional signatures (*p*-value < *2.2e-16*, Student’s t-test) for “positive regulation of the cell cycle” (Figure 5B). The enrichment of cell cycle related ontologies in the late-tumor samples led us to investigate the composition of cycle stages in both early- and late-stage tumors by implementing the TRICYCLE analysis (Zheng et al., 2022) which allows, through transcriptional profiling to identify the cell cycle phase where the cells were transiting at time of collection. TRICYCLE assigns a value between 0 and 2*π* to each nucleus, representing an estimation of the cell cycle position (G1/G0, S, G2, M). Nuclei with a value of 0–0.5π or 1.5π-2π identify nuclei closer to the G1/G0 transition, those with values between 0.5π and π identify nuclei in S phase and those between π and 1.5π nuclei in G2/M phase (Figure 5C). This analysis revealed that early-stage tumors were characterized by a high proportion of cells arrested at the G1/G0 transition and fewer than 10% of the cells in the S to G2/M phases (Figure 5D). Since the G1 phase transition is characterized by the presence of the restriction point when cells become committed to cell division, these data suggested that early-stage samples were characterized by cells with a proliferative advantage that still retained the ability to stop at the G1 checkpoint. Late-stage tumor cells, in contrast, lost this distribution and were characterized by closer to equal fractions of cells at each stage of the cell cycle, suggestive of loss of cell cycle control (Figure 5E). The detection of higher expression levels of *Mki67* and *Myc* in the late-stage tumor-bearing brain tissue samples, compared to the early-stage ones (Supplementary Figure 7A) further supported the TRICYCLE results. This observation was also supported by data in cultured cells revealing a greater proportion of cycling cells in glioma cells compared to mutant BB-p53n OPCs (Supplementary Figures 7B,C). Among the transcripts characterizing this progressive expansion of the proliferative population, *Top2a* was initially detected in the small tumor cluster in the early-stage tumor bearing samples and later found in almost every cell of the larger tumor cluster in late-stage tumor bearing samples (Figure 6A). Indeed, higher levels of *Top2*a transcripts were detected in the late brain samples compared to the early ones (Figure 6B) and immunohistochemical analysis confirmed the presence of a large number of TOP2A + cells in the tumor (Figures 6C,D). Cultured glioma cells were also characterized by higher TOP2A protein levels (Figures 6E,F) than mutant BB-p53n OPCs. Transcripts related to gliogenesis such as the cell surface protein *Cd44* (Senbanjo and Chellaiah, 2017) and the transcription factors *Sox2* and *Nfia,* were also higher in late-stage compared to early-stage tumor-bearing samples (Figure 7A). The increased levels of SOX2 protein were also detected in brain sections from late-stage tumors by immunohistochemistry (Figures 7B,C) and was consistent with the increased SOX2 + immunoreactivity detected in cultured glioma cells compared to mutant BB-p53n OPCs (Figures 7D,E). Together, these data suggest that the glioma cellpopulation is characterized by increased proliferation and features of primitive OPCs.

**Figure 5:**
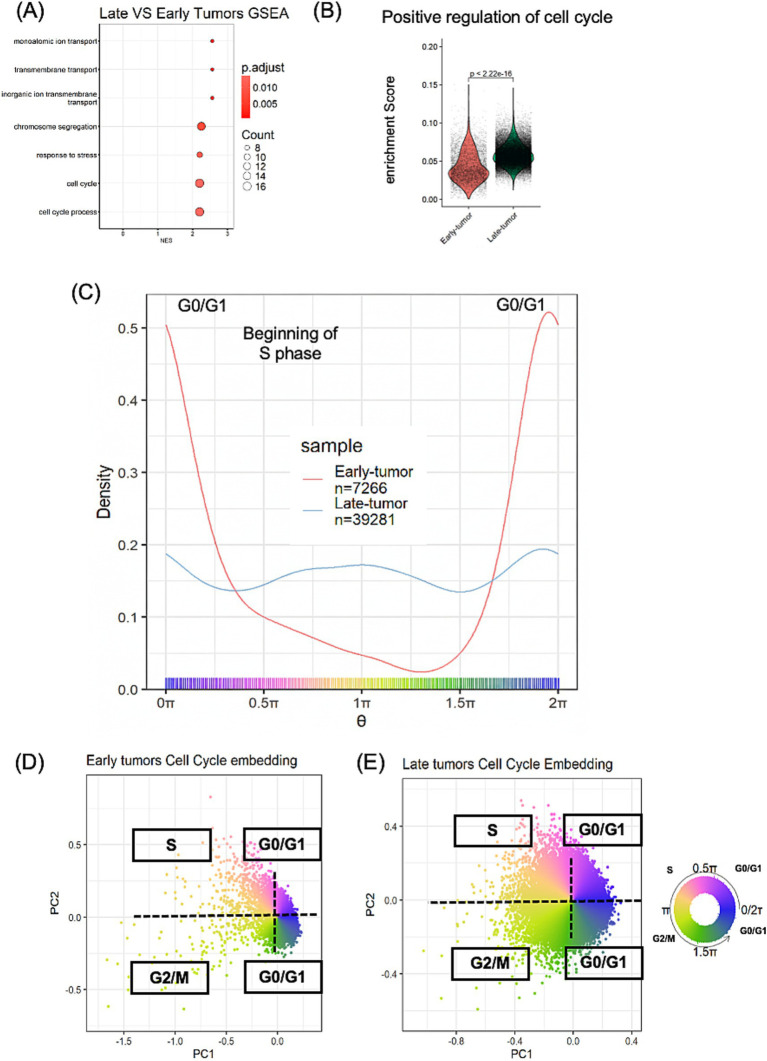
Late-stage tumor samples are characterized by a higher proportion of proliferating cells expressing genes involved in the positive regulation of the cell cycle. **(A)** Dotplot of the gene ontology categories differentially expressed between the filtered out “tumor clusters” from the three early-stage and three late-stage tumor-bearing samples. The X-axis shows the normalized enrichment scores (NES), and the dot size represents gene number. Please refer also to Supplementary Tables 4, 5. **(B)** Violin plot showing enrichment scores for curated gene set related to the positive regulation of the cell cycle. The indicated *p* value was calculated by Student’s *t*-test. **(C)** Visualization of the results of the Tricycle analysis. The Y-axis represents the fraction of cells relative to the total population (density). The X-axis represents the different phases of the cell cycle, with 0.5*π* to π representing cells in S phase and π to 1.5 π representing cells transitioning between G2/M. Cells within 0 to 0.5π or 1.5π to 2π are considered in G1 or G0. The red line represents the early-stage tumor cells density, with very few cells in S phase. The blue line represents the late-stage tumor cells, with a similar distribution in all the phases of the cell cycle. **(D,E)** PCA plots derived from Tricycle analysis. PCA coordinates indicate the cell cycle position and are annotated according to the color code shown on the right.

**Figure 6:**
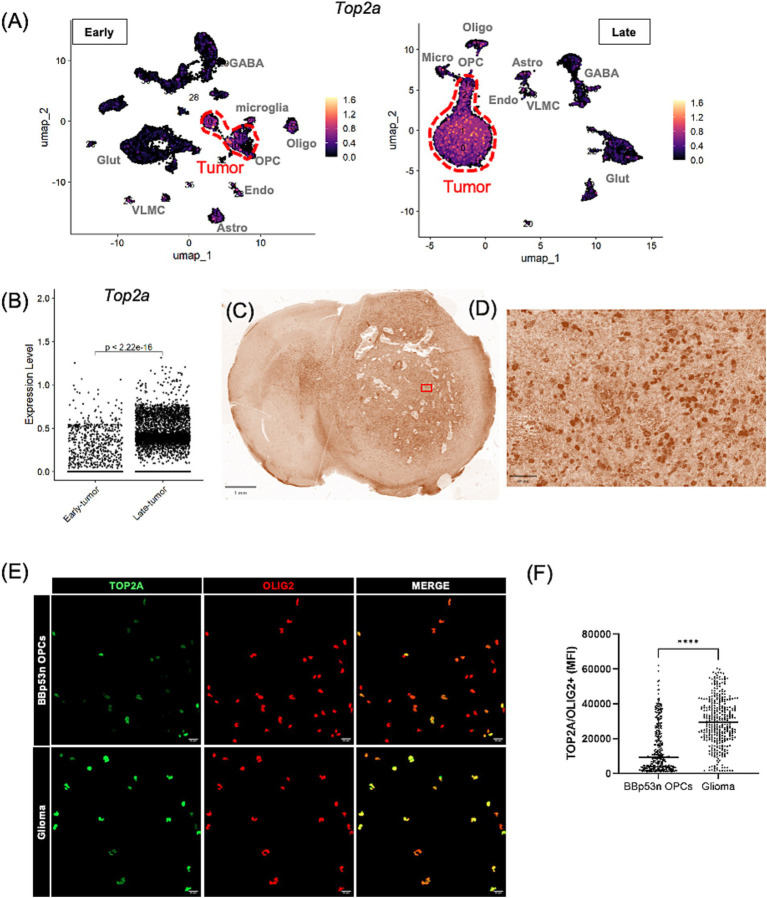
TOP2A expression is increased *in vivo* and in cultured glioma cells. **(A)** UMAP plots of early and late samples integrated with normal brain datasets, visualizing gene expression levels of *Top2a*. “Tumor’ cell clusters identified by the unique transcriptional signature are surrounded by a red dotted line. **(B)** Scatter plot illustrating the normalized expression levels of *Top2a* in early- and late-stage tumors from snRNA-seq data. *p*-value < 2.22e-16 calculated by Student’s *t*-test. **(C,D)** Representative images of immunohistochemical staining of TOP2a in brain sections of late-stage tumor samples at low **(C)** and high **(D)** magnification. Scale bars: 1 mm **(C)** and 50 μm **(D)**. **(E)** Representative confocal images of BB-p53n OPCs and glioma cells in culture, stained for TOP2a (green) and OLIG2 (red). Scale bar = 20 μm. **(F)** Scatterplot of the mean fluorescent intensity of TOP2a in OLIG2 + cells. *p*-value < 0.0001 calculated by Student’s *t*-test. Six to 12 images were quantified from each of three distinct experiments.

**Figure 7:**
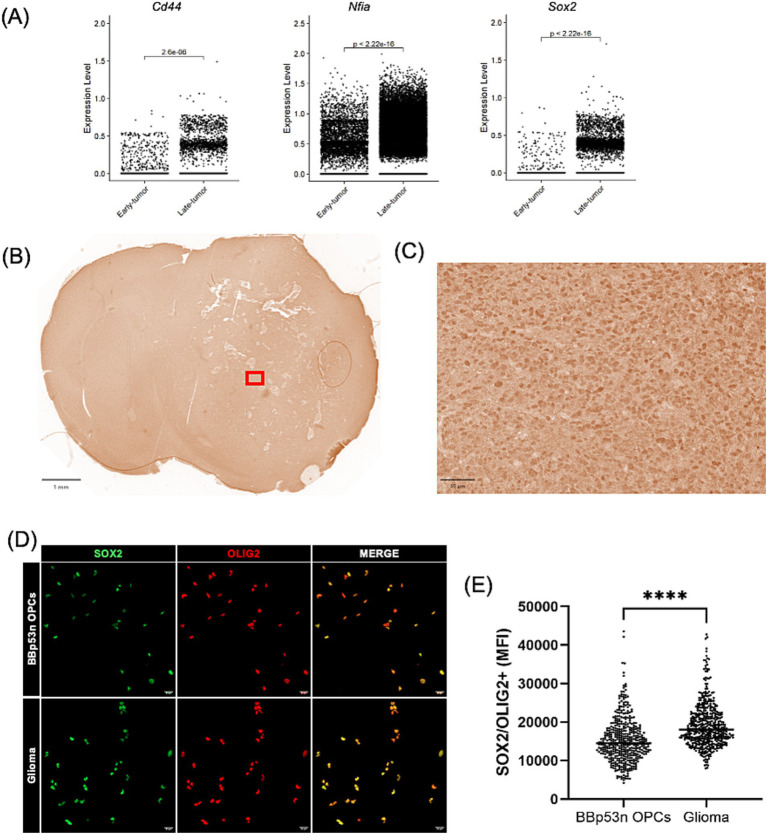
SOX2 expression is increased *in vivo* and in cultured glioma cells. **(A)** Scatter plots illustrating the normalized expression levels of transcript for *Cd44*, *Nfia*, *Sox2* in early- and late-stage tumors from snRNA-seq data. *p*-values calculated by Student’s *t*-test. **(B,C)** Representative image of SOX2 immunohistochemical staining in brain sections from late-stage tumors at low **(B)** and high magnification **(C)**. Scale bars: 1 mm **(B)** and 50 μm **(C)**. **(D)** Representative confocal images of SOX2 (green) and OLIG2 (red) staining in BB-p53n OPCs and glioma cells in culture. Scale bar = 20 μm. **(E)** Scatterplot of quantified mean fluorescent intensity of SOX2. *p*-value < 0.0001 calculated by Student’s *t*-test. Six to 12 images were quantified from each of three distinct experiments.

### Pseudo-time analysis on cycling tumor cells reveals a transcriptional evolution characterized by alterations in genes involved in cell cycle control and glutamate receptor signaling

To further characterize transcriptional changes occurring during the transition from early- to late-stage samples, we conducted a pseudo-time analysis, which represents a computational inference of transcriptional distance and cell-state transition (Trapnell et al., 2014). Since this study addresses tumor formation after injection of mutant OPCs, characterized by the presence of an “OPC-like” signature, it was biologically sensible to select this population as the root for the analysis. To define a “trajectory,” we selected the “tumor clusters” further filtered for nuclei estimated to be in S, G2, or M phases by TRICYCLE analysis, and this subset of cycling tumor cells was analyzed using the monocle3 algorithm and assign pseudo-time values (Figure 8A). We first noticed that there was a higher fraction of cycling cells in the late-stage samples as the pseudo-time showed an upward trend or, in other words, they dominated the later parts of the inferred pseudo-time trajectory (Figure 8B). Of note, we repeated the analysis including also non-cycling cells, and this led to unreasonable trajectories and produced inconclusive results. This was consistent with the fact that the Pearson’s correlation coefficient between pseudo-time and gene expression was the highest when only cycling cells were considered (Supplementary Figure 8). To investigate any pseudo-temporal changes in biological processes, we related enrichment scores to pseudo-time and identified decreased GO categories related to “cell cycle checkpoint regulation” (GO:0000075) across the trajectory (Figure 8C). In addition, we also observed an increase in synaptic assembly genes (GO:0007215) across the trajectory (Figure 8D). To directly investigate the positive or negative correlation between pseudo-time and gene expression, a Pearson correlation coefficient was calculated for each gene to examine if there were expression signatures increasing or decreasing along the computationally simulated pseudo-time values (Supplementary Table 6). Among the most positively correlated genes within the synaptic transmission gene ontology, we detected genes such as *Lrrtm4* (Pearson’s coefficient = *0.32*), encoding a protein critical for the assembly of glutamatergic synapses on central neurons (Zhou et al., 2018; Senbanjo and Chellaiah, 2017) and of GABAergic synapses in the retina (Siddiqui et al., 2013), those encoding for presynaptic proteins, such as *Syt1* (Pearson’s coefficient = *0.49*) and *Cntnap2* (Pearson’s coefficient = *0.56*), and for the post-synaptic glutamate ionotropic receptor AMPA type subunit 1 *Gria1* (Pearson’s coefficient *0.28*) and the GABAergic receptor subunits, such as the GABA Type A receptor subunit gamma3, encoded by *Gabrg3* (Pearson’s coefficient 0.28), beta 2 and beta 3, encoded by *Gabrb2* and *Gabrb3*, respectively (Figure 8E). Of relevance, these synaptic-transmission genes mapped mostly to neuronal populations in early-brain samples and were particularly enriched in the tumor cluster in the late-brain samples (Supplementary Figure 9), providing evidence of transcriptional support for synaptic engagement, consistent with the current literature.

**Figure 8:**
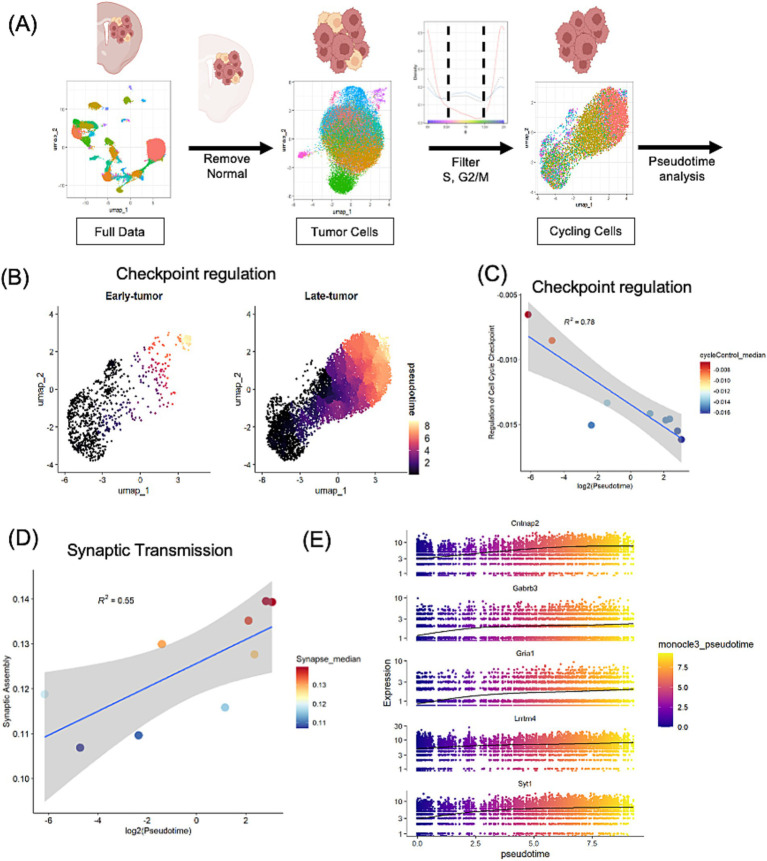
Actively dividing tumor cells show a developmental trajectory of decreasing cell cycle checkpoint regulation and increasing post-synaptic signaling. **(A)** Scheme of the process of filtering early- and late-stage data for pseudotime analysis. **(B)** UMAP plots of tumor cells in the S and G2/M phases split by early- and late-stage tumor origins. Point colors represent inferred pseudotime values by monocle3. **(C)** Cell cycle checkpoint regulation enrichment scores decreasing across pseudotime. Linear regression line in blue. Y-axis displays enrichment scores of GO database ‘Regulation of cell cycle checkpoint’ ontology. X-axis displays the log_2_ transformed pseudotime values. Point color represents median enrichment scores in legend. **(D)** Synaptic assembly enrichment scores increasing across pseudotime. Linear regression line in blue. Y-axis displays enrichment scores of GO database ‘Synaptic assembly’ ontology. X-axis displays the log_2_ transformed pseudotime values. Point color represents median enrichment scores in legend. **(E)** Scatterplots with trend lines representing the increased expression of the indicated transcripts over pseudotime.

Overall, these data support a step-wise model of gliomagenesis after the injection of mutant OPCs, consistent with the detection of a cluster of highly proliferative cells, with genome-wide distribution of inferred CNVs at the early stages, followed by dramatic expansion, accrual of additional CNVs and a transcriptional signature consistent with the loss of cell cycle checkpoints and the enrichment of synaptic-transmission, likely due to enhanced neuro-glioma interaction (Figure 9).

**Figure 9:**
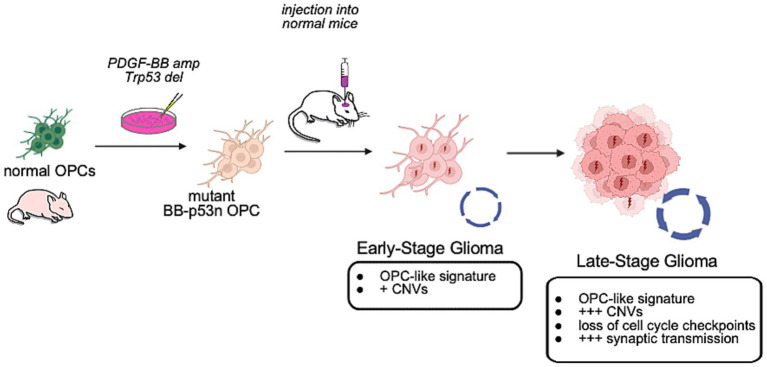
Schematics of the model proposed in this manuscript. The model shown here present the methodology used in this study and its main findings. Briefly, mutant OPCs, overexpressing PDGF-BB and carrying a *Trp53* deletion were generated *in vitro*, using a retroviral approach. Upon injection of these cells into normal recipient mice, we harvested brain tissue at early and late time points, corresponding to the detection of small and large tumoral masses by MRI and processed them for single nucleus RNA sequencing. The tumor clusters at early stages, were characterized by the presence of a unique OPC-like signature, the presence of CNVs (thunderbolds) and proliferation (blue circular arrows). Those at the late stages, were characterized by a similar transcriptional signature, more widespread distribution of the CNVs, loss of cell cycle check points and transcriptional evidence of increased synaptic transmission.

## Discussion

We previously suggested that the gliomagenesis resulting from the *in vivo* injection of BB-p53n OPCs, and not by p53n OPCs, into the subcortical white matter of syngeneic recipient mice was likely due to transcriptional and epigenetic differences between these two cell types (Huang et al., 2024). However, it remained unclear whether the mutant BB-p53n OPCs represented a homogeneous or heterogeneous population and what transcriptional changes occurred following their injection into the brain as glioma formation progressed. These questions have been addressed in this manuscript, by combining the analysis of snRNA-seq on the BB-p53n mutant OPCs with that of brain samples, longitudinally collected at two time points after their injection into recipient mice and containing early- and late-stage tumors, as detected by MRI. The results on the BB-p53n OPCs identified a population characterized by OLIG2 and PDGFRα immunoreactivity and devoid of contaminating cells from other lineages. The BB-p53n OPCs, however, represented a transcriptionally heterogeneous population, inclusive of clusters enriched for the expression of gliogenic transcription factors (e.g., *Sox2* and *Nfia*) and others characterized by low levels of expression of the gene encoding for the neural progenitor βIII tubulin cytoskeletal protein *Tubb3,* although the complete Neftel’s NPCs signature (Neftel et al., 2019) was not enriched in any of the identified clusters. 

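*Nfia* (chromosome 4 of GRCm39, 97660971 to 98007111) was at 714 CPM (95% exact Poisson interval 710.0 to 719) in the cultured BB-p53n OPCs. It reached 1827 CPM (1770.0 to 1884) in re-derived cluster 7, which is 2.62 times (2.54 to 2.71) the level in all other nuclei and holds 2.04% of the nuclei. The other clusters had 613 to 826 CPM. Among the 1954 nuclei with at most 5% mitochondrial UMIs, the highest level of *Nfia* was 919.5 CPM in their cluster 3, at 1.38 times (1.34 to 1.43) the other nuclei. *Sox2* in its highest cluster was 1.21 times (1.17 to 1.24) the level in the other nuclei, and 1.07 times (1.015 to 1.13) among the 1954 nuclei.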

The presence of clusters enriched for *Nfia*, previously reported to support glioma survival and growth (Lee et al., 2017; Lee et al., 2014) and for the stem cell marker *Sox2* (Driessens and Blanpain, 2011; Ellis et al., 2004), previously reported to contribute to the invasive growth of gliomas (Alonso et al., 2011), was reminiscent of primitive OPCs, which were previously suggested as the cell-of-origin of glioma (Weng et al., 2019).

After the injection of mutant BB-p53n OPCs into the subcortical white matter of recipient mice, we longitudinally collected brain samples at the first signs of detection of tumoral masses and at later time points. The novelty of this manuscript is in characterizing the longitudinal progression from injected BB-p53n OPCs to late-stage tumors. When the snRNA-seq data from the longitudinally collected samples were integrated with a normal brain dataset, we identified several cell clusters corresponding to different cell types, as well as one cluster that was not found in the normal brain dataset. This cluster was enriched for OPC and glioma markers and was annotated as “OPC-like.” Of relevance, the “OPC-like” cluster was also characterized by the expression of positive regulators of the cell cycle and transcripts related to gliogenesis, reminiscent of the signature of primitive OPCs, and likely reflecting the expansion of the injected BB-p53n OPCs. The analysis of the early-stage tumor-bearing samples led to the identification of several normal brain cell clusters consistent with the interpretation that the small tumoral lesions had not severely affected the local parenchyma, as revealed also by MRI imaging and by the detection of high gene counts per nucleus in those samples. The analysis of the late-stage tumor bearing samples, in contrast, was characterized by the presence of large tumor clusters associated with lower gene counts per nucleus, the depletion of normal brain cell clusters, consistent with the detection of massive tumors by MRI and the extensive destruction of the parenchyma and presence of large necrotic areas by histopathology.

When we integrated the normal brain dataset either with the three early-stage glioma -containing brain samples or with the three late-stage glioma -containing samples, we identified clusters that were not found in the normal brain and that were enriched for the OPC-like signature as well as for the Neftel’s OPC and NPC signature. We identified these unique clusters as “tumors” as they were also enriched for glioma markers, such as *Top2a* and *My*c. These clusters were smaller in the samples collected at the early time-point after injection and much larger in the samples collected at late time points. Inferred CNV analysis of these early- and late-stage samples further revealed a progressive spreading of the CNVs across the genome. While CNVs can be detected in the normal brain, they are generally confined to few genes and confined to regions less than one Mb in size (Rohrback et al., 2018). In contrast, the CNVs in tumors are typically detected in much wider genomic regions (Khalil et al., 2020). Consistent with the biological relevance for glioma, we detected amplifications in chromosome 1, the most gene-dense region of the mouse genome and also a genetic hallmark of gliomas (Buchwald et al., 2020) and chromosomal instability (Zhao et al., 2019). The samples collected at the late-stages after injection were characterized by a more widespread chromosomal distribution of inferred CNVs than the early-stage samples. Quantification of the total CNV load score, followed by UMAP distribution, further allowed us to identify the clusters with the highest CNV score as the ones enriched for the OPC-like and primitive OPC signature. Since our transcriptomic analysis was conducted on nuclei collected at early and late time points after injection of mutant OPCs carrying both an oncogenic stimulus (PDGF-BB) and the loss of *Trp53*, obtained through retroviral transformation of isolated OPCs, we interpreted these data as suggestive of the result of subsequent rapid expansion driven by the proliferation of these pre-transformed cells.

When we attempted to define an ordered trajectory by centering the root to the OPC-like signature cluster and performed a pseudotime analysis of the data from cycling cells from early- and late-stage tumor-bearing brain samples, we further identified decreasing levels of transcripts related to cell cycle checkpoints and increasing levels of synaptic transmission genes. Checkpoint deregulation has long been implicated in both therapeutic strategies and acquired resistances as it is feature of aggressive glioma growth (Vanan et al., 2012; Tachon et al., 2018). The “synaptic transmission” gene ontology category reflected increased genes encoding for proteins involved in pre- and post-synaptic compartments. Among the pre-synaptic genes we detected *Syt1*, encoding for synaptotagmin 1 and the gene *Cntnap2*, encoding the presynaptic adhesion molecule CASPR 2, important for neuro-glia interactions. Among the post-synaptic genes we detected: *Gria1*, encoding for the AMPA receptor subunit; *Gabrb3,* encoding for the GABA receptor subunits beta 3 and *Lrrtm4* which encodes a component of postsynaptic ligands for the neurexins, previously reported as mediators of neuro/glioma interactions (Venkatesh et al., 2015) and reported to regulate the assembly of glutamatergic (Siddiqui et al., 2013; De Wit et al., 2009) and GABAergic synapses (Sinha et al., 2020). *Gria1 and Gabrb3* are of particular relevance in light of the previously reported importance of AMPA-driven signaling (Venkataramani et al., 2019) and the recent report of GABAergic synapses in high grade glioma (Barron et al., 2025).

These results are consistent with previous transcriptomics and ultrastructural studies of adult and pediatric gliomas demonstrating that neurons establish *bona-fide* synaptic contacts onto glioma cells and enhance proliferation by inducing their depolarization (Venkatesh et al., 2019). They are also consistent with previous literature demonstrating glutamatergic (Venkataramani et al., 2019; Venkataramani et al., 2022) and GABAergic (Barron et al., 2025) signaling on glioma cells. However, while our data provide further transcriptional support to the importance of synaptic transmission during tumor progression, further validation via immunostaining for pre- and post-synaptic markers and functional assays is necessary to definitively establish the significance of these findings.

In conclusion, this study on tumor formation and progression after the injection of mutant OPCs in the brain parenchyma (Figure 9), using a longitudinal single-nucleus RNA-seq analysis highlights the importance of the expansion of cell clusters with an “OPC-like” signature characterized by primitive OPC gene expression, likely derived from the injected mutant BB-p53n OPCs during the early stages of tumor formation. Due to the high level of genes regulating cell division in these cells, characterized by an “OPC-like” signature, reminiscent of primitive OPCs, we propose that these cells are the ones that tend to expand and lead to the formation of tumor clusters. These clusters are characterized by the presence of CNVs, likely linked to the presence of amplifications and duplications in genes related to cell divisions (e.g., *Myc* and related pathways). It is likely that the tumors continue to expand in late-stage gliomas, in part due to the increasing genomic instability and checkpoint failure, in part due to the potentiation of the post-synaptic response associated with neuronal infiltration, leading to large masses which significantly disrupt the entire brain parenchyma. Overall, our data are consistent with previous literature on glioma formation and progression and identify potential vulnerabilities that could be exploited for therapeutic intervention.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material. Data deposited in GEO n.GSE309333. Code: https://github.com/dennishuang02/BBp53n_glioma_submission/tree/main.

## References

[ref1] AlonsoM. M. Diez-ValleR. ManterolaL. RubioA. LiuD. Cortes-SantiagoN. . (2011). Genetic and epigenetic modifications of Sox2 contribute to the invasive phenotype of malignant gliomas. PLoS One 6:e26740. doi: 10.1371/journal.pone.0026740, 22069467 PMC3206066

[ref2] AshburnerM. BallC. A. BlakeJ. A. BotsteinD. ButlerH. CherryJ. M. . (2000). Gene ontology: tool for the unification of biology. Nat. Genet. 25, 25–29. doi: 10.1038/75556, 10802651 PMC3037419

[ref3] BarronT. YalçınB. SuM. ByunY. G. GavishA. ShamardaniK. . (2025). GABAergic neuron-to-glioma synapses in diffuse midline gliomas. Nature 639, 1060–1068. doi: 10.1038/s41586-024-08579-3, 39972132 PMC11946904

[ref4] BerglesD. E. RichardsonW. D. (2016). Oligodendrocyte development and plasticity. Cold Spring Harb. Perspect. Biol. 8:a020453. doi: 10.1101/cshperspect.a020453, 26492571 PMC4743079

[ref5] BuchwaldZ. S. TianS. RossiM. SmithG. H. SwitchenkoJ. HauensteinJ. E. . (2020). Genomic copy number variation correlates with survival outcomes in WHO grade IV glioma. Sci. Rep. 10:7355. doi: 10.1038/s41598-020-63789-9, 32355162 PMC7192941

[ref6] ButlerA. HoffmanP. SmibertP. PapalexiE. SatijaR. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol. 36, 411–420. doi: 10.1038/nbt.4096, 29608179 PMC6700744

[ref7] CencioniC. ScagnoliF. SpallottaF. NasiS. IlliB. (2023). The ‘Superoncogene’ Myc at the crossroad between metabolism and gene expression in glioblastoma multiforme. Int. J. Mol. Sci. 24:4217. doi: 10.3390/ijms24044217, 36835628 PMC9966483

[ref8] De WitJ. SylwestrakE. O’SullivanM. L. OttoS. TiglioK. SavasJ. N. . (2009). LRRTM2 interacts with Neurexin1 and regulates excitatory synapse formation. Neuron 64, 799–806. doi: 10.1016/j.neuron.2009.12.019, 20064388 PMC2829666

[ref9] DriessensG. BlanpainC. (2011). Long live Sox2: Sox2 lasts a lifetime. Cell Stem Cell 9, 283–284. doi: 10.1016/j.stem.2011.09.007, 21982223

[ref10] EllisP. FaganB. M. MagnessS. T. HuttonS. TaranovaO. HayashiS. . (2004). SOX2, a persistent marker for multipotential neural stem cells derived from embryonic stem cells, the embryo or the adult. Dev. Neurosci. 26, 148–165. doi: 10.1159/000082134, 15711057

[ref11] EricksonA. HeM. BerglundE. MarklundM. MirzazadehR. SchultzN. . (2022). Spatially resolved clonal copy number alterations in benign and malignant tissue. Nature 608, 360–367. doi: 10.1038/s41586-022-05023-2, 35948708 PMC9365699

[ref12] HaoY. HaoS. Andersen-NissenE. MauckW. M. ZhengS. ButlerA. . (2021). Integrated analysis of multimodal single-cell data. Cell 184, 3573–3587.e29. doi: 10.1016/j.cell.2021.04.048, 34062119 PMC8238499

[ref13] HuangD. MelaA. BhanuN. V. GarciaB. A. CanollP. CasacciaP. (2024). PDGF-BB overexpression in p53 null oligodendrocyte progenitors increases H3K27me3 and induces transcriptional changes which favor proliferation. Neoplasia 57:101042. doi: 10.1016/j.neo.2024.101042, 39216363 PMC11402553

[ref14] inferCNV. (2025). *inferCNV of the Trinity CTAT Project*. *inferCNV of the Trinity CTAT Project*. Available online at: https://github.com/broadinstitute/inferCNV.

[ref15] KhalilA. I. S. KhyriemC. ChattopadhyayA. SanyalA. Hierarchical discovery of large-scale and focal copy number alterations in low-coverage Cancer genomes. BMC Bioinformatics 21, 2020:147. doi: 10.1186/s12859-020-3480-3, 32299346 PMC7160937

[ref16] KomoriT. (2022). The 2021 WHO classification of tumors, 5th edition, central nervous system tumors: the 10 basic principles. Brain Tumor Pathol. 39, 47–50. doi: 10.1007/s10014-022-00428-3, 35316415

[ref17] LeeJ. S. HoxhaE. SongH. R. (2017). A novel NFIA-NFκB feed-forward loop contributes to glioblastoma cell survival. Neuro-Oncology 19, 524–534. doi: 10.1093/neuonc/now233, 27994064 PMC5473440

[ref18] LeeJ. S. XiaoJ. PatelP. SchadeJ. WangJ. DeneenB. . (2014). A novel tumor-promoting role for nuclear factor IA in glioblastomas is mediated through negative regulation of P53, P21, and PAI1. Neuro-Oncology 16, 191–203. doi: 10.1093/neuonc/not167, 24305710 PMC3895381

[ref19] LeiL. SonabendA. M. GuarnieriP. SoderquistC. LudwigT. RosenfeldS. . (2011). Glioblastoma models reveal the connection between adult glial progenitors and the proneural phenotype. PLoS One 6:e20041. doi: 10.1371/journal.pone.0020041, 21625383 PMC3100315

[ref20] LiuC. SageJ. C. MillerM. R. VerhaakR. G. W. HippenmeyerS. VogelH. . (2011). Mosaic analysis with double markers (MADM) reveals tumor cell-of-origin in glioma. Cell 146, 209–221. doi: 10.1016/j.cell.2011.06.014, 21737130 PMC3143261

[ref21] LouisD. N. PerryA. WesselingP. BratD. J. CreeI. A. Figarella-BrangerD. . (2021). The 2021 WHO classification of Tumors of the central nervous system: a summary. Neuro-Oncology 23, 1231–1251. doi: 10.1093/neuonc/noab106, 34185076 PMC8328013

[ref22] McKenzieA. T. WangM. HaubergM. E. FullardJ. F. KozlenkovA. KeenanA. . (2018). Brain cell type specific gene expression and co-expression network architectures. Sci. Rep. 8:8868. doi: 10.1038/s41598-018-27293-5, 29892006 PMC5995803

[ref23] NeftelC. LaffyJ. FilbinM. G. HaraT. ShoreM. E. RahmeG. J. . (2019). An integrative model of cellular states, plasticity, and genetics for glioblastoma. Cell 178, 835–849.e21. doi: 10.1016/j.cell.2019.06.024, 31327527 PMC6703186

[ref24] OstromQ. T. GittlemanH. FulopJ. LiuM. BlandaR. KromerC. . (2015). CBTRUS statistical report: primary brain and central nervous system Tumors diagnosed in the United States in 2008-2012. Neuro Oncol. 17, iv1–iv62. doi: 10.1093/neuonc/nov189, 26511214 PMC4623240

[ref25] RajendranS. HuY. CanellaA. PetersonC. GrossA. CamM. . (2023). Single-cell RNA sequencing reveals immunosuppressive myeloid cell diversity during malignant progression in a murine model of glioma. Cell Rep. 42:112197. doi: 10.1016/j.celrep.2023.112197, 36871221

[ref26] RajeshY. PalI. BanikP. ChakrabortyS. BorkarS. A. DeyG. . (2017). Insights into molecular therapy of glioma: current challenges and next generation blueprint. Acta Pharmacol. Sin. 38, 591–613. doi: 10.1038/aps.2016.167, 28317871 PMC5457688

[ref27] RobinsonM. D. McCarthyD. J. SmythG. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26, 139–140. doi: 10.1093/bioinformatics/btp616, 19910308 PMC2796818

[ref28] RohrbackS. AprilC. KaperF. RiveraR. R. LiuC. S. SiddowayB. . (2018). Submegabase copy number variations Arise during cerebral cortical neurogenesis as revealed by single-cell whole-genome sequencing. Proc. Natl. Acad. Sci. 115, 10804–10809. doi: 10.1073/pnas.1812702115, 30262650 PMC6196524

[ref29] SatijaR. FarrellJ. A. GennertD. SchierA. F. RegevA. (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol. 33, 495–502. doi: 10.1038/nbt.3192, 25867923 PMC4430369

[ref30] SchindelinJ. Arganda-CarrerasI. FriseE. KaynigV. LongairM. PietzschT. . (2012). Fiji: an open-source platform for biological-image analysis. Nat. Methods 9, 676–682. doi: 10.1038/nmeth.2019, 22743772 PMC3855844

[ref31] SenbanjoL. T. ChellaiahM. A. (2017). CD44: a multifunctional cell surface adhesion receptor is a regulator of progression and metastasis of Cancer cells. Front. Cell Dev. Biol. 5:18. doi: 10.3389/fcell.2017.00018/full28326306 PMC5339222

[ref32] SiddiquiT. J. TariP. K. ConnorS. A. ZhangP. DobieF. A. SheK. . (2013). An LRRTM4-HSPG complex mediates excitatory synapse development on dentate gyrus granule cells. Neuron 79, 680–695. doi: 10.1016/j.neuron.2013.06.029, 23911104

[ref33] SinhaR. SiddiquiT. J. PadmanabhanN. WallinJ. ZhangC. KarimiB. . (2020). LRRTM4: a novel regulator of presynaptic inhibition and ribbon synapse arrangements of retinal bipolar cells. Neuron 105, 1007–1017.e5. doi: 10.1016/j.neuron.2019.12.028, 31974009 PMC7165459

[ref34] SonabendA. M. YunJ. LeiL. LeungR. SoderquistC. CrismanC. . (2013). Murine cell line model of proneural glioma for evaluation of anti-tumor therapies. J. Neuro Oncol. 112, 375–382. doi: 10.1007/s11060-013-1082-x, 23504257 PMC3694577

[ref35] StuartT. ButlerA. HoffmanP. HafemeisterC. PapalexiE. MauckW. M. . (2019). Comprehensive integration of single-cell data. Cell 177, 1888–1902.e21. doi: 10.1016/j.cell.2019.05.031, 31178118 PMC6687398

[ref36] SubramanianA. TamayoP. MoothaV. K. MukherjeeS. EbertB. L. GilletteM. A. . (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. 102, 15545–15550. doi: 10.1073/pnas.0506580102, 16199517 PMC1239896

[ref37] TachonG. CortesU. GuichetP. O. RivetP. BalbousA. MasliantsevK. . (2018). Cell cycle changes after glioblastoma stem cell irradiation: the major role of RAD51. Int. J. Mol. Sci. 19:3018. doi: 10.3390/ijms19103018, 30282933 PMC6213228

[ref38] TiroshI. VenteicherA. S. HebertC. EscalanteL. E. PatelA. P. YizhakK. . (2016). Single-cell RNA-seq supports a developmental hierarchy in human oligodendroglioma. Nature 539, 309–313. doi: 10.1038/nature20123, 27806376 PMC5465819

[ref39] TrapnellC. CacchiarelliD. GrimsbyJ. PokharelP. LiS. MorseM. . (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat. Biotechnol. 32, 381–386. doi: 10.1038/nbt.2859, 24658644 PMC4122333

[ref40] UpadhyayulaP. S. HigginsD. M. MelaA. BanuM. DovasA. ZandkarimiF. . (2023). Dietary restriction of cysteine and methionine sensitizes gliomas to ferroptosis and induces alterations in energetic metabolism. Nat. Commun. 14:1187. doi: 10.1038/s41467-023-36630-w, 36864031 PMC9981683

[ref41] VananI. DongZ. TostiE. WarshawG. SymonsM. RuggieriR. (2012). Role of a DNA damage checkpoint pathway in ionizing radiation-induced glioblastoma cell migration and invasion. Cell Mol. Neurobiol. 32, 1199–1208. doi: 10.1007/s10571-012-9846-y, 22552889 PMC11498580

[ref42] VenkataramaniV. TanevD. I. StrahleC. Studier-FischerA. FankhauserL. KesslerT. . (2019). Glutamatergic synaptic input to glioma cells drives brain tumour progression. Nature 573, 532–538. doi: 10.1038/s41586-019-1564-x, 31534219

[ref43] VenkataramaniV. YangY. SchubertM. C. ReyhanE. TetzlaffS. K. WißmannN. . (2022). Glioblastoma hijacks neuronal mechanisms for brain invasion. Cell 185, 2899–2917.e31. doi: 10.1016/j.cell.2022.06.054, 35914528

[ref44] VenkateshH. S. JohungT. B. CarettiV. NollA. TangY. NagarajaS. . (2015). Neuronal activity promotes glioma growth through Neuroligin-3 secretion. Cell 161, 803–816. doi: 10.1016/j.cell.2015.04.012, 25913192 PMC4447122

[ref45] VenkateshH. S. MorishitaW. GeraghtyA. C. SilverbushD. GillespieS. M. ArztM. . (2019). Electrical and synaptic integration of glioma into neural circuits. Nature 573, 539–545. doi: 10.1038/s41586-019-1563-y, 31534222 PMC7038898

[ref46] VerhaakR. G. W. HoadleyK. A. PurdomE. WangV. QiY. WilkersonM. D. . (2010). Integrated genomic analysis identifies clinically relevant subtypes of glioblastoma characterized by abnormalities in PDGFRA, IDH1, EGFR, and NF1. Cancer Cell 17, 98–110. doi: 10.1016/j.ccr.2009.12.020, 20129251 PMC2818769

[ref47] WengQ. WangJ. WangJ. HeD. ChengZ. ZhangF. . (2019). Single-cell transcriptomics uncovers glial progenitor diversity and cell fate determinants during development and Gliomagenesis. Cell Stem Cell 24, 707–723.e8. doi: 10.1016/j.stem.2019.03.006, 30982771 PMC6669001

[ref48] WickhamH. (2016). *ggplot2: Elegant Graphics for Data Analysis*. Available online at: https://ggplot2.tidyverse.org.

[ref49] YaoZ. LiuH. XieF. FischerS. AdkinsR. S. AldridgeA. I. . (2021). A transcriptomic and epigenomic cell atlas of the mouse primary motor cortex. Nature 598, 103–110. doi: 10.1038/s41586-021-03500-8, 34616066 PMC8494649

[ref50] YuG. (2024). *Enrichplot: Visualization of Functional Enrichment Result*. Available online at: https://yulab-smu.top/biomedical-knowledge-mining-book/.

[ref51] YuG. WangL. G. HanY. HeQ. Y. (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS 16, 284–287. doi: 10.1089/omi.2011.0118, 22455463 PMC3339379

[ref52] ZhaoY. CarterR. NatarajanS. VarnF. S. ComptonD. A. GawadC. . (2019). Single-cell RNA sequencing reveals the impact of chromosomal instability on glioblastoma Cancer stem cells. BMC Med. Genet. 12:79. doi: 10.1186/s12920-019-0532-5, 31151460 PMC6545015

[ref53] ZhengS. C. Stein-O’BrienG. AugustinJ. J. SlosbergJ. CarossoG. A. WinerB. . (2022). Universal prediction of cell-cycle position using transfer learning. Genome Biol. 23:41. doi: 10.1186/s13059-021-02581-y, 35101061 PMC8802487

[ref54] ZhouT. WangY. QianD. LiangQ. WangB. (2018). Over-expression of TOP2A as a prognostic biomarker in patients with glioma. International journal of. Clin. Exp. Pathol. 11, 1228–1237, 31938217 PMC6958105

[ref55] ZongH. VerhaakR. G. CanollP. (2012). The cellular origin for malignant glioma and prospects for clinical advancements. Expert Rev. Mol. Diagn. 12, 383–394. doi: 10.1586/erm.12.30, 22616703 PMC3368274

# Supplementary material for: Single-nucleus transcriptomics identifies cell cycle and synaptic pathway dysregulation during OPC-to-glioma progression
**Source:** Front Cell Neurosci. 2026 Jun 30;20:1713437. doi: 10.3389/fncel.2026.1713437
**Supplement:** Supplementary file 1

**Supplemental material.**

# **Single-nucleus brain transcriptomics after injection of mutant OPCs identifies dysregulation of cell cycle and synaptic pathways during the progression to gliomas.**

**Dennis Huang<sup>1,2</sup>, Angeliki Mela<sup>3</sup>, Hye-Jin Park<sup>2</sup>, Peter Canoll<sup>3</sup>, Patrizia Casaccia<sup>1,2</sup>**

## **Data Availability**

snRNA-seq datasets from BB-p53n OPCs and from brain tissue at early and late times after injections have been deposited in the NCBI's GEO depository and are available in raw and processed forms using the accession number GSE309333.

Example R code for analysis is available in the public github repository:

[https://github.com/dennishuang02/BBp53n\\_glioma\\_submission/tree/main](https://github.com/dennishuang02/BBp53n_glioma_submission/tree/main)

**Suppl. Figure 1**

**Suppl. Figure 2**

**Suppl. Figure 3**

**Suppl. Figure 4**

**Suppl. Figure 5**

**Suppl. Figure 6**

**Suppl. Figure 7**

**Suppl. Figure 8**

**Suppl. Figure 9**

**Table legends and related links**

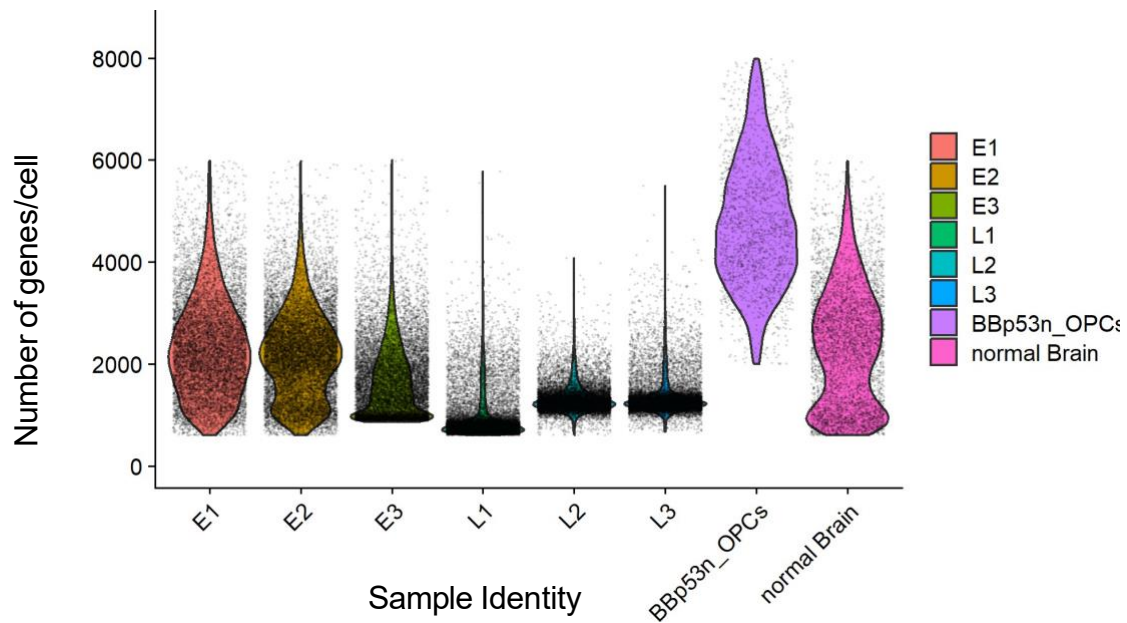

**Supplemental Figure 1. QC using nFeature RNA function for all the samples analyzed.**

Violin plot depicts the number of genes detected in each nucleus on the Y axis and the samples identity on the X axis. The distribution reflects higher feature counts in the datasets obtained from the cultured mutant OPCS (BBp53n\_OPCs), the distribution for the normal brain dataset and the higher feature counts in the early-stage tumor bearing samples (E1,E2,E3) compared to the late-stage samples (L1, L2, L3), likely reflecting the extensive tissue damage and necrosis detected in the late-stage tumors.

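In the deposited counts of the cultured BB-p53n OPCs, the quartiles of the nuclei with 2000 to 8000 genes were 3990 and 5577 detected genes. The 1954 of these nuclei with at most 5% mitochondrial UMIs had a median of 4667 genes and 13357.5 UMIs. The number of genes found in a nucleus rises with its UMIs. Thinned to 5000 UMIs, the nuclei of the library had a median of 2595 genes, and the medians of the re-derived clusters lay between 2529.5 and 2675 genes. The tissue samples and the normal brain of the plot were not analysed here.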

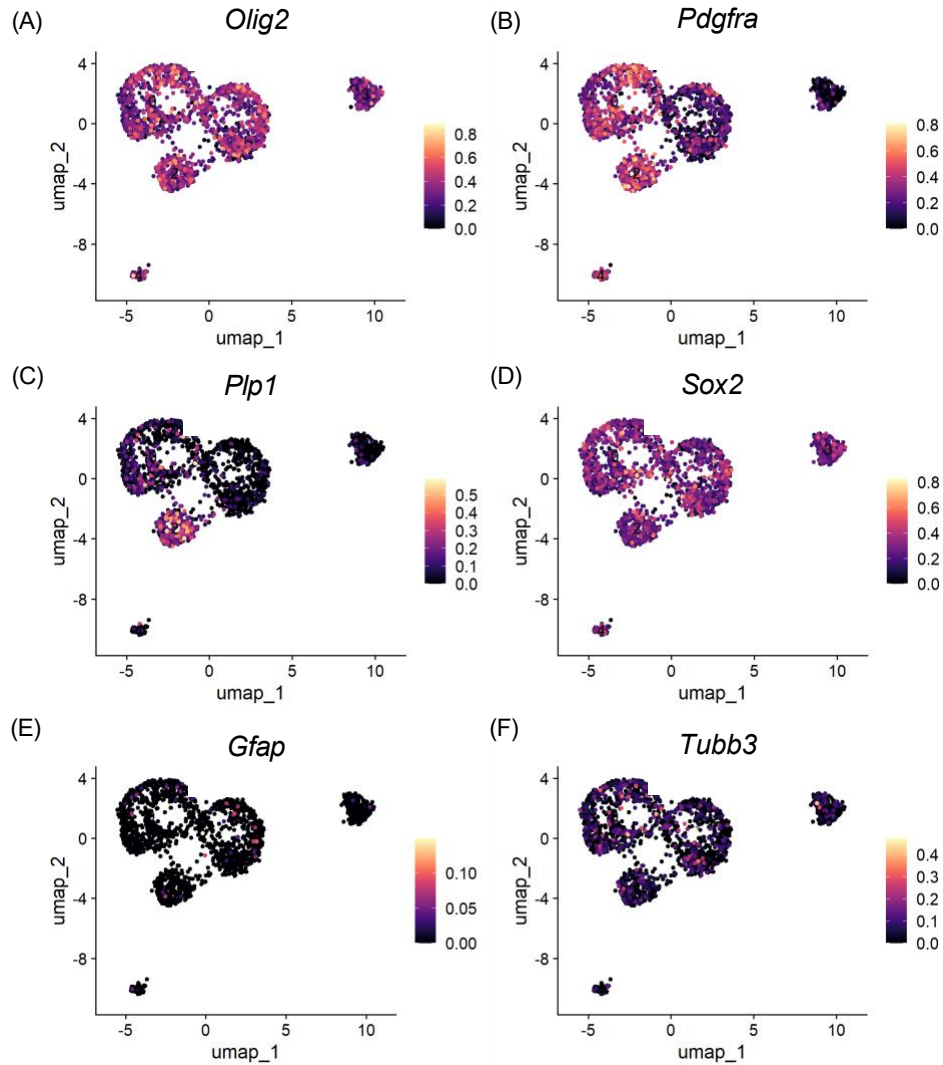

**Supplemental Figure 2: BB-p53n OPCs show near homogenous expression of OPC markers and *Sox2* but few nuclei express markers of other cell-types**

(A)-(F) UMAP plots of BB-p53n OPCs. The color gradient of the dots represents the relative expression levels of transcripts, with black dots denoting very low expression and red to yellow progressively higher expression. The cluster enrichment is shown for the OPC markers (*Olig2*, *Pdgfra*)(A-B), the oligodendrocyte marker *Plp1* (C), the stem cell marker *Sox2* (D), the astrocyte marker *Gfap* (E), and the neuronal marker *Tubb3* (F).

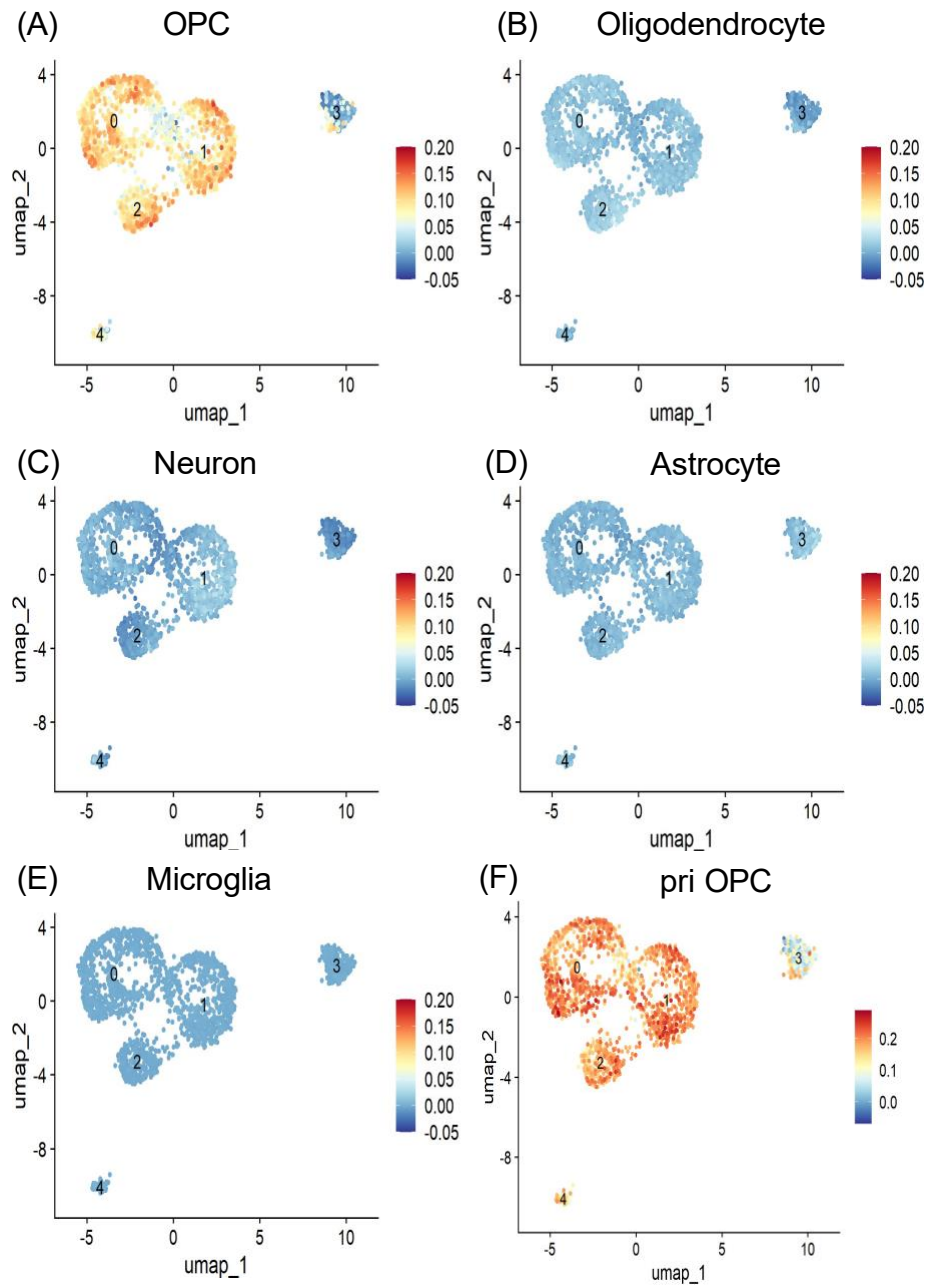

**Supplemental Figure 3. Mutant BB-p53n OPCs express lineage-specific markers.**

(A)-(F) UMAP plots of BB-p53n OPCs. Color-coded dots represent the relative enrichment for each cluster of the indicated cell-specific signatures, such as OPC (A), Oligodendrocyte (B), Neuron (C), Astrocyte (D), Microglia (E) and primitive OPC (F). Shades of blue represent less enrichment and shades of orange and red represent progressively higher enrichment.

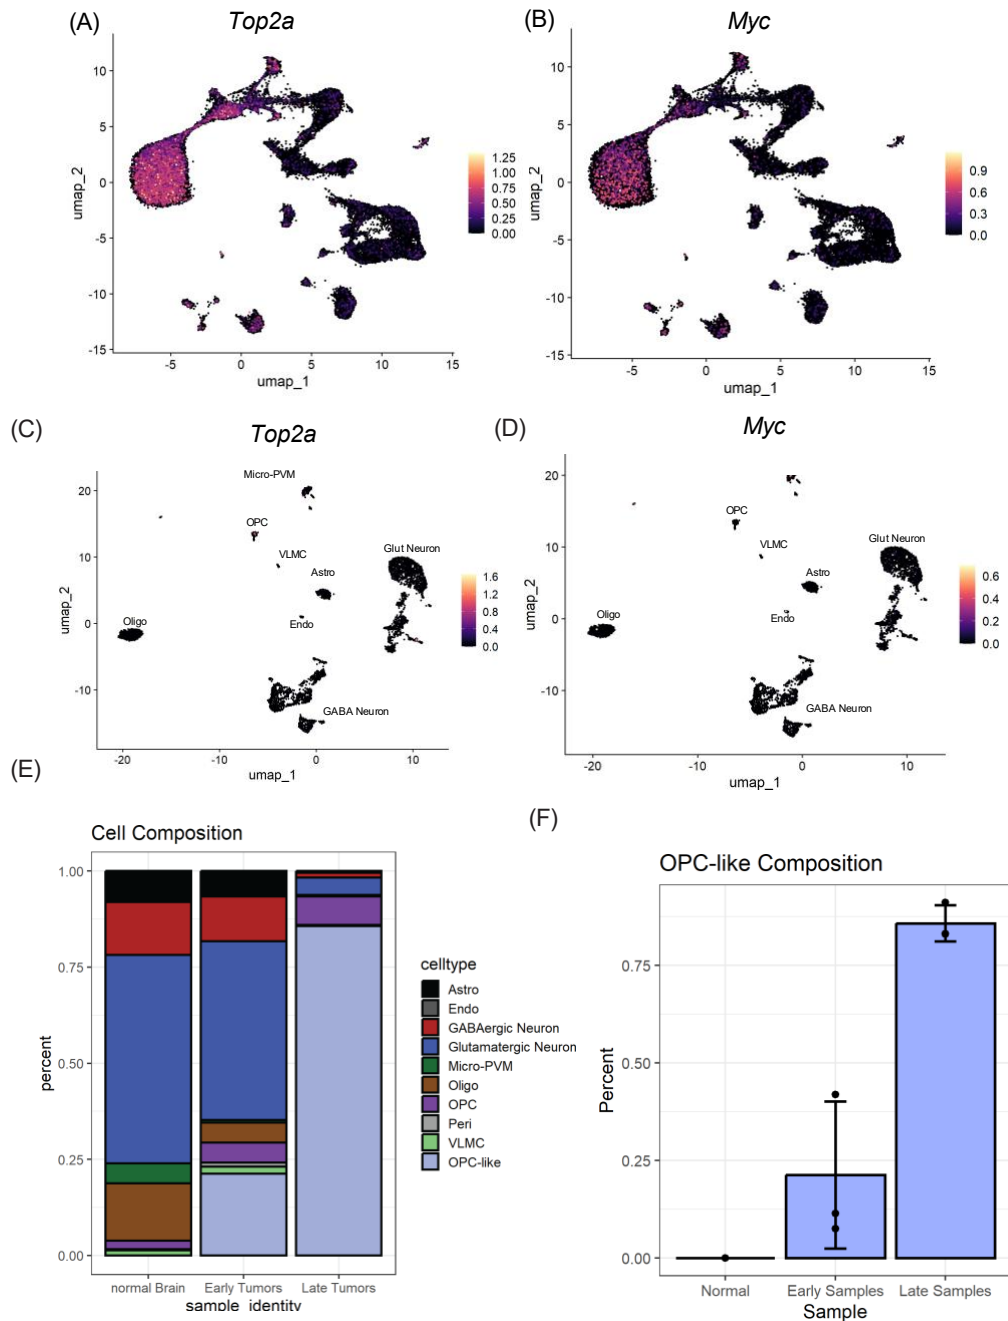

**Supplemental Figure 4: The “OPC-like” clusters, characterized by *Top2a* and *Myc* expression, are not detected in the normal mouse brain dataset, and they are progressively larger in early- and late-stage tumor-bearing brain tissue samples.** (A)-(B) UMAP plots of integrated early and late-stage brain datasets visualizing the cluster distribution of markers of the “OPC-like”, *Top2a* and *Myc*. (C)-(D) UMAP plots of normal mouse brain datasets visualizing the cluster distribution of markers of the “OPC-like”, *Top2a* and *Myc*. (E) Stacked barplots of cell type ratios in normal brain, early and late-stage samples. Note the expansion of the “OPC-like” signature cluster at the expense of other cell types. CNS cell types included are Astrocyte (Astro), Endothelial (Endo), Glutamatergic Neuron (Glut), GABAergic Neuron, Oligodendrocyte (Oligo),

Oligodendrocyte Progenitor Cell (OPC), Microglia (Micro), Pericyte (peri), and Vascular Leptomeningeal cell (VLMC). Most cell types in the late-stage samples are not visible, due to small percentages. (F) Barplot visualizing OPC-like composition by mouse between Normal, Early, and Late-stage samples. The bars visualize the mean OPC-like composition percent, the dots represent percent for each mouse analyzed and the error bars represent standard deviation.

# Neftel NPC-2 GBM Signature

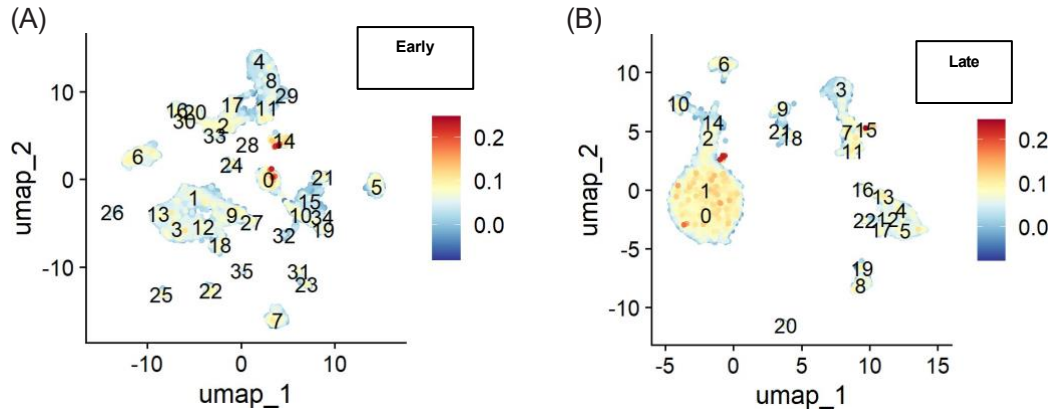

**Supplemental Figure 5: Glioma model shows enrichment of human NPC GBM signatures**  
 UMAP plots of the integrated normal brain dataset with the results from either early- (A) or late- (B) stage tumor-bearing brain tissue samples visualizing enrichment of the previously reported human glioblastoma NPC-2 signature from Neftel et al., 2019. Color gradient reflects enrichment scores with red representing high enrichment and blue low enrichment.

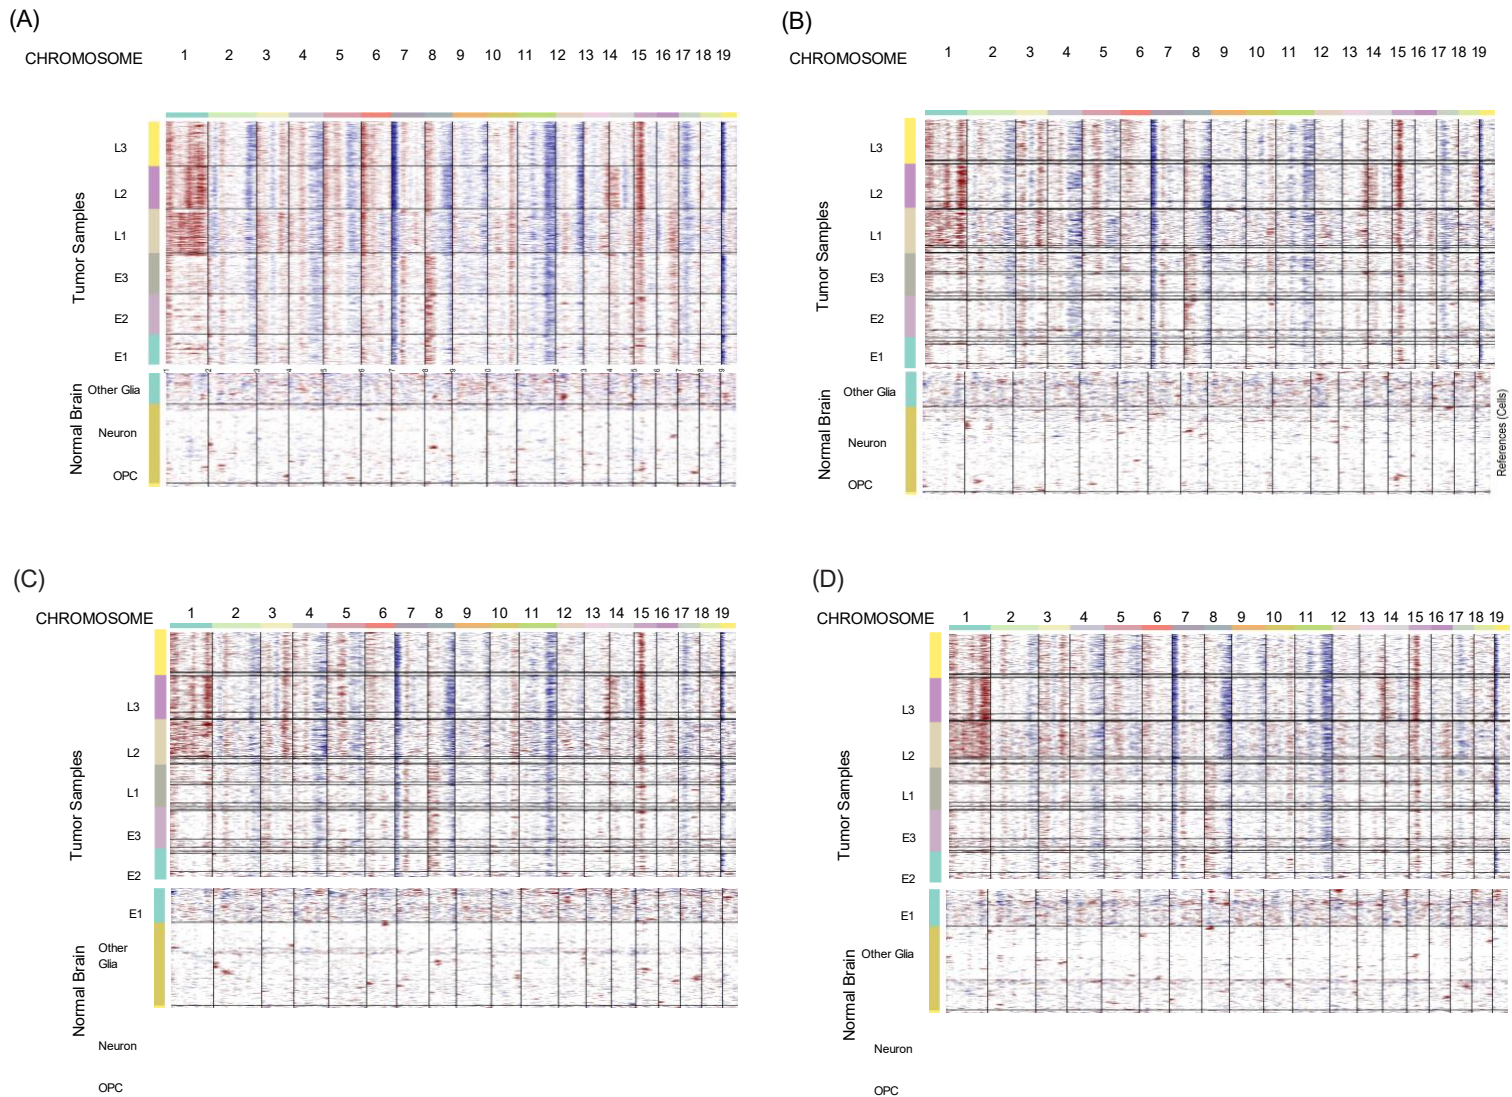

### Supplemental Figure 6. Reproducibility of the InferCNV analysis.

The four panel represents the heat maps of the chromosomal distribution of inferred CNVs in four draws of randomly selected 20,000 nuclei at a time, to cover all the 80,000 nuclei analyzed from the early-and late stage tumor-bearing brain tissue samples. Each column represents the distribution along the chromosome delineated on the top by a color and a number. Each row identifies the genomic location in each of the samples from which the inferred CNV were derived. Note the three early- (E1,E2,E3) and three late- (L1,L2,L3) stage tumor bearing tissue samples. For the normal brain datasets, we ran the same analysis and separated neurons and OPC from other glial cells. Red horizontal lines represent duplications and amplifications at given chromosomal locations, blue horizontal lines represent deletion or losses. Note the progressive increase of CNVs from early to late-stage samples, especially in the gene-dense chromosome 1.

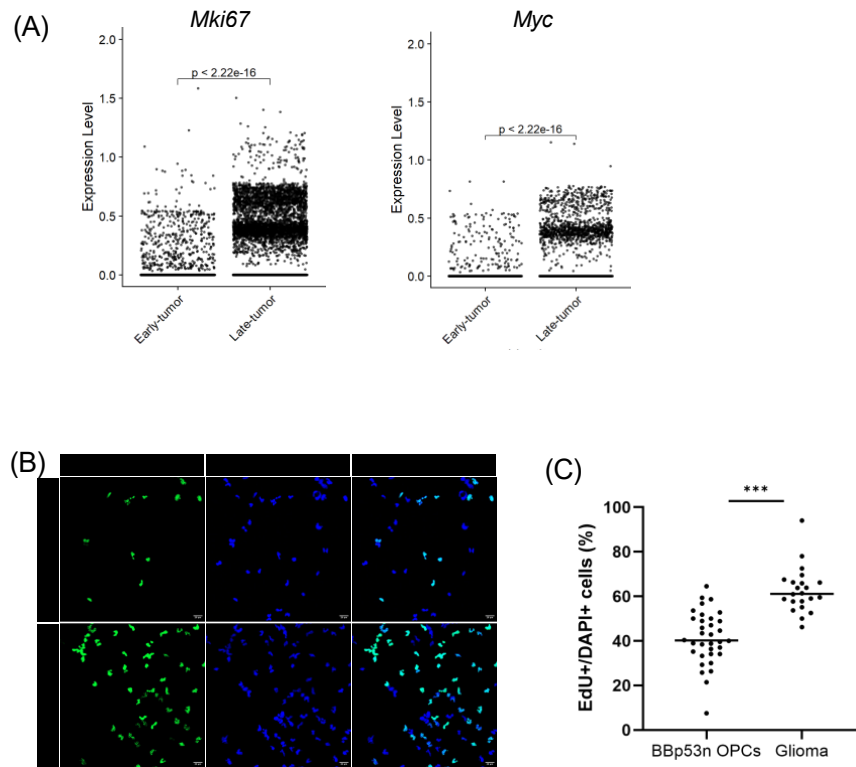

**Supplemental Figure 7: Proliferative phenotype of glioma cells in vivo and in vitro.** (A) Scatter plots illustrating the normalized expression levels of the cell cycle genes *Mki67* and *Myc* in early- and late-stage tumors from snRNA-seq data.  $p$ -value  $< 2.22 \times 10^{-16}$  calculated by Student's  $t$ -test. (B) Representative confocal images of EdU+ (green) glioma cells and BB-p53n OPCs. DAPI (blue) as a nuclear counterstain. Scale bar = 20um (C) Scatterplot of quantified immunofluorescence data from panel B. Each point represents the percentage of EdU+/DAPI+ cells per image. A total of 32 images were quantified for BB-p53n OPCs and 21 images for glioma cells, from eight wells for each of the biological replicates for each population. \*\*\*  $p < 0.001$  unpaired  $t$ -test (actual value  $P = 0.0005$ ).

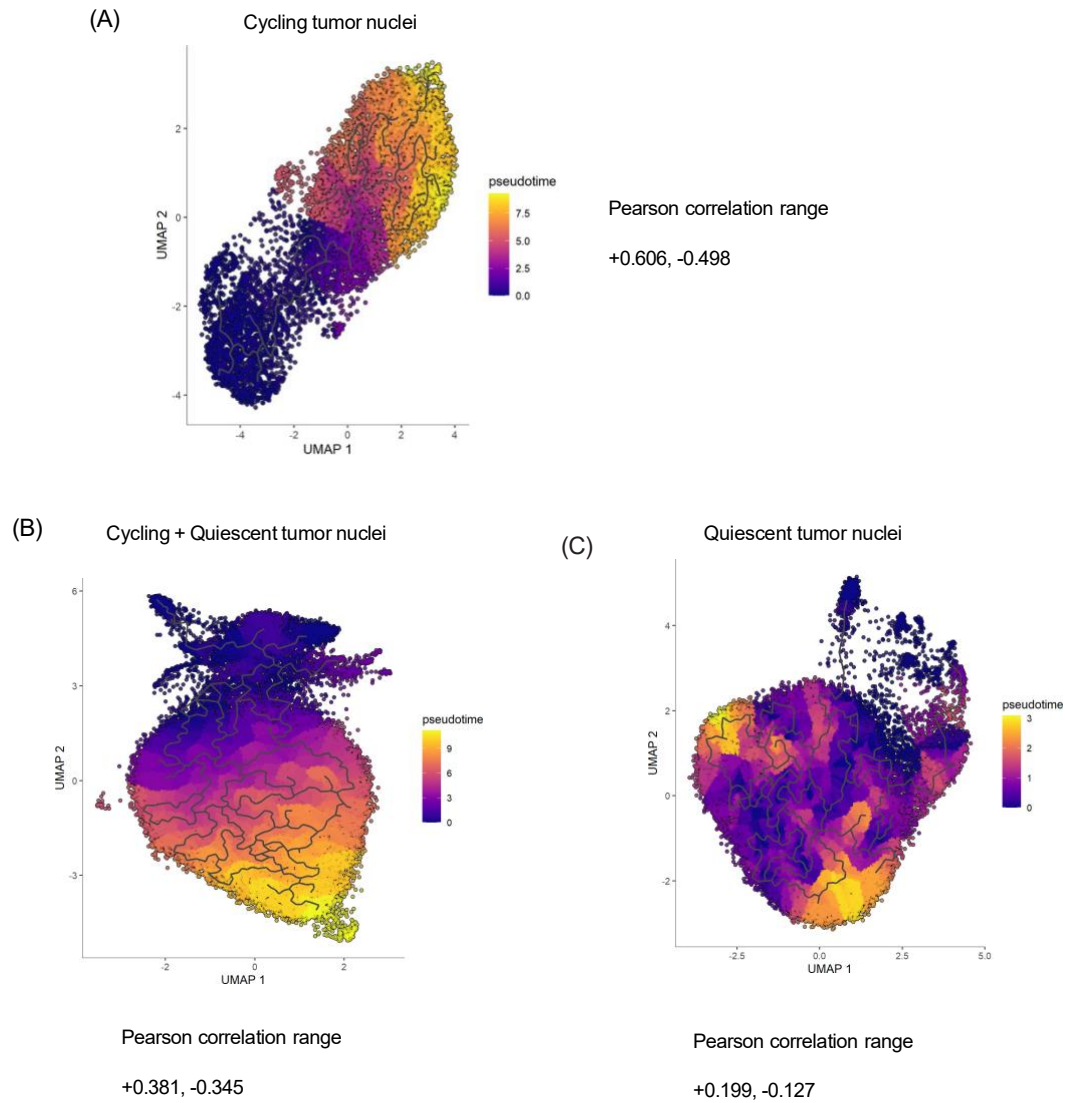

**Supplemental Figure 8: Cycling tumor cells show the greatest correlation between pseudotime and gene expression.**

(A)-(C) UMAP plots visualizing inferred pseudotime by monocle3, dark purple to yellow gradient, and potential branching trajectory, lines within UMAPs. (A) The most significant range of correlation was found for the pseudotime analysis of only cycling tumor cells (+0.606 to -0.498). (B) If also quiescent cells were included in the analysis, the correlation range was between +0.381 to -0.345 and (C) when only quiescent tumor cells were included, the correlation was even lower +0.199 to -0.127.

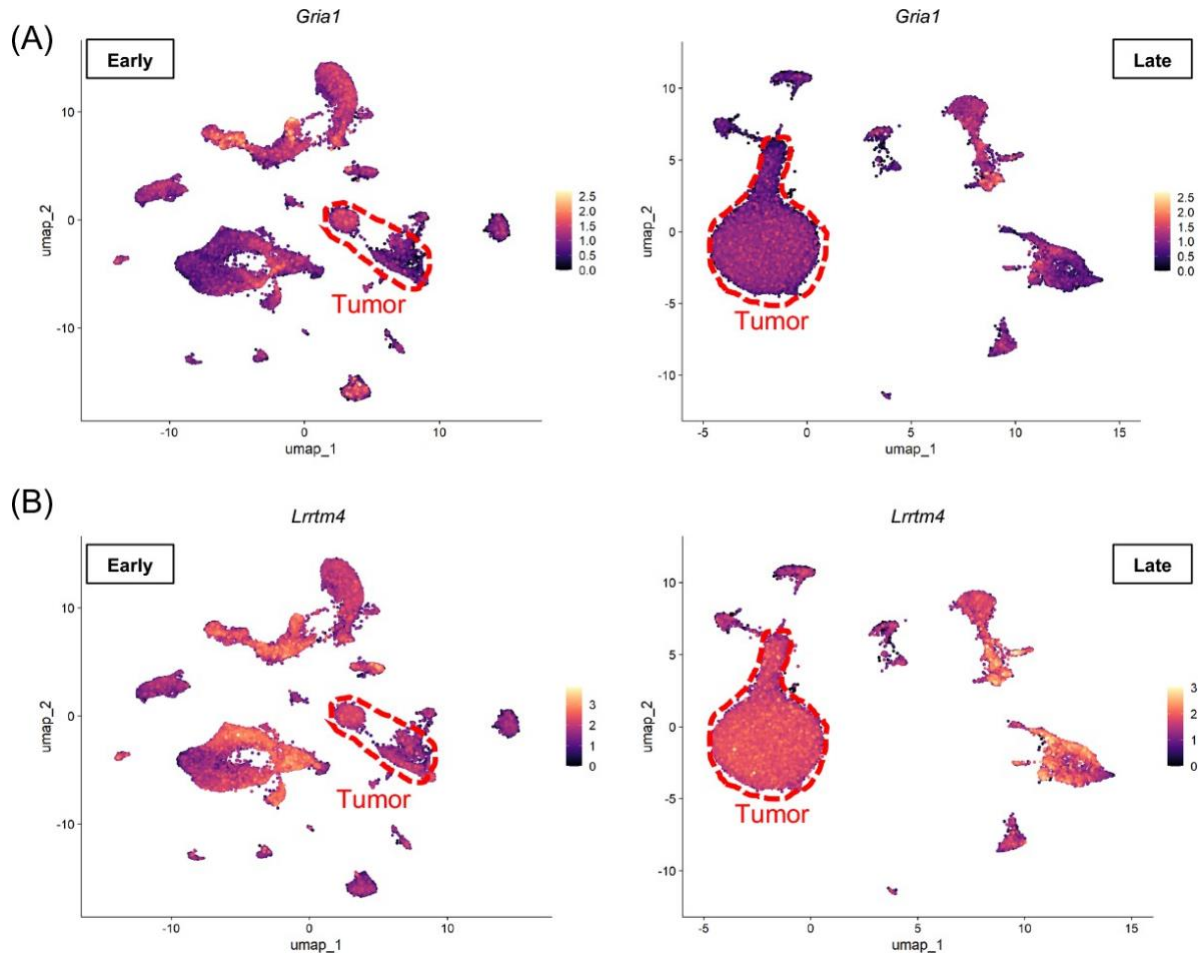

### Supplemental Figure 9: Tumor cells express key post-synaptic proteins

(A) UMAP plots of integrated early and late samples integrated with normal brain visualizing gene expression levels of *Gria1*. Identified tumor cells surrounded by red dotted line. (B) UMAP plots of integrated early and late samples integrated with normal brain visualizing gene expression levels of *Lrrtm4*.

## **Legends for Supplemental Tables:**

### **Supplemental Table 1. QC of the datasets.**

Sample IDs are listed in the first column. Shown are the number of nuclei analyzed per sample, the mean UMI counts per cell, and the mean number of detected genes before and after filtering. 

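For the BB-p53n OPCs, Supplemental Table 1 lists the paper's values of 10036 nuclei, a mean of 15381.4 UMIs and a mean of 4568.8 genes before filtering. The deposited matrix gave 10047 barcodes with a mean of 15365.3 UMIs and 4563.9 genes. With the barcodes of at least 150 genes, a threshold chosen after several had been tried against these values, the matrix gave 10036 barcodes and means of 15381.4 UMIs and 4568.8 genes. After filtering, the paper's values are 1954 nuclei, 15395.4 UMIs and 4774.4 genes. The nuclei with 2000 to 8000 genes had means of 15828.0 UMIs and 4831.9 genes. The nuclei among them with at most 5% mitochondrial UMIs, numbering 1954, had means of 15395.4 UMIs and 4774.4 genes.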

Please refer also to Supplemental Figure 1.

### **Supplemental Table 2. The “OPC-like” gene signature.**

Differentially expressed genes between “OPC-like” clusters and all the other cell types, analyzed from the integrated datasets from normal brain and from three early- and three late-stage tumor-bearing brain samples.

### **Supplemental Table 3. GSEA of the “OPC like” gene signature.**

Results of GSEA based on the differential expression data shown in Supplemental Table 2, filtered for adjusted  $p$  value  $\leq 0.01$ .

### **Supplemental Table 4. Differential expression between early and late stage “tumor clusters”.**

Differential gene expression between the filtered out “tumor clusters” from the three early-stage and three late stage-tumor-bearing samples

### **Supplemental Table 5. GSEA of the early and late “tumor” clusters.**

Results of GSEA based on the differential expression data shown in Supplemental Table 4, filtered for adjusted  $p$  value  $\leq 0.01$ .

### **Supplemental Table 6.**

Pearson’s correlation between gene expression and pseudo-time values

# Supplementary material for: Single-nucleus transcriptomics identifies cell cycle and synaptic pathway dysregulation during OPC-to-glioma progression
**Source:** Front Cell Neurosci. 2026 Jun 30;20:1713437. doi: 10.3389/fncel.2026.1713437
**Supplement:** Supplementary file 2

**Supplemental Table 1.**

|  | Before Manual Filtering | | | After Manual Filtering | | |
| --- | --- | --- | --- | --- | --- | --- |
| Sample | # of nuclei | Mean UMI / cell | Mean n genes detected | # of nuclei | Mean UMI /cell | Mean n genes detected |
| E1 | 10599 | 6226.3 | 2363.4 | 10490 | 5941.6 | 2322.5 |
| E2 | 14056 | 5098.7 | 2183.7 | 13992 | 5040.2 | 2174.2 |
| E3 | 14397 | 3722.8 | 1687.7 | 14381 | 3686.2 | 1681.8 |
| L1 | 20887 | 1634.6 | 970.8 | 14972 | 1636.1 | 971.5 |
| L2 | 16878 | 2341.1 | 1317.2 | 14985 | 2342.7 | 1318 |
| L3 | 15284 | 2485.3 | 1347.9 | 14991 | 2485.3 | 1347.9 |
| BBp53n OPCs | 10036 | 15381.4 | 4568.8 | 1954 | 15395.4 | 4774.4 |
| Normal mouse brain | 82312 | 832.4 | 454.7 | 6525 | 5610.5 | 2344.3 |

Sample IDs are listed in the first column. Shown are the number of nuclei analyzed per sample, the mean UMI counts per cell, and the mean number of detected genes before and after filtering.

How the deposited data were processed for this re-analysis (not part of the article)

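Nuclei of cultured BB-p53n OPCs were measured by snRNA-seq in 1 library with the 10x 3' v3.1 chemistry. The authors called barcodes as nuclei with Cell Ranger 8.0.1 and the mm39 reference, and deposited raw UMI counts per gene and barcode, without normalization and before the cutoffs on detected genes. Of the 7 samples listed for the study, the 3 early-stage and 3 late-stage tumor-bearing brain samples were not analysed here. The annotation used for gene positions, GENCODE vM39 on GRCm39, is of the same build as mm39, and 33185 of the 33696 genes matched it by Ensembl identifier.

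From the deposited counts, nuclei with 2000 to 8000 detected genes were kept. The library has 154375410 UMIs in all, of which 141138093 lie in the kept nuclei, so the Poisson interval of a gene is narrow in the library and wider in the smallest cluster, which has 2162531 UMIs. Clustering used Seurat 5.3.0 in R 4.3.3 (the paper used Seurat 5.1.0) with log normalization at a scale factor of 1000, 3000 variable genes, regression on total counts, principal components 1 to 20, 200 neighbors found by exact search, a resolution of 1.0 and Louvain clustering with a fixed seed. CPM values and ratios of CPM were computed from UMI counts summed over the nuclei of a cluster, with 95% exact Poisson intervals, and shares of nuclei with 95% exact binomial intervals. These cover counting error only. With 1 library there is no replicate, so no test between clusters was run and no genes were called as changed. Nuclei were thinned at random to 5000 UMIs before shares of nuclei, phases and numbers of genes were compared. Module scores were taken with AddModuleScore and 100 control genes. Cell cycle phases were scored with the 43 S and 54 G2/M genes that Seurat carries, in mouse form. For chromosomes, the share of UMIs on each chromosome in a cluster was divided by its share in all other nuclei, and the median log2 ratio was taken over genes with at least 20 CPM, on chromosomes with at least 20 such genes, with a pseudocount of 0.5 CPM.

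The genes named are those the paper names for BB-p53n OPCs, the tumor and synaptic genes it names, *Trp53* and *Pdgfb*, *Xist* and 4 Y-linked genes, and 10 lists of cell type markers with 84 genes in all, apart from some genes and 1 list that are not reported here. The lists were written for this work before the data were examined. Up to 5 genes per cluster with the highest ratio, at least 100 UMIs and a UMI in at least 25% of its nuclei are given only as the genes that define it. No cluster was given a cell type name.

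Doublets were scored with Scrublet in scanpy 1.11.5, whose automatic threshold called 0 of 8917 nuclei, so that its calls had not worked. No nuclei were removed as doublets for the values at the paper's statements. The alternatives set before the data were examined were all deposited barcodes, 1.5 times the interquartile range, 3000 to 7000 genes, random draws of 1954 nuclei, removal of Scrublet doublets, removal of nuclei with over 5% mitochondrial UMIs, a resolution of 0.4, 20 neighbors, 2000 variable genes, a scale factor of 10000, no regression, clustering without the named, cell cycle or sex-linked genes, thinning to 3000 UMIs or none, and module scores in place of sums. Alternatives chosen after seeing the data were removal of the 8% of nuclei with the highest Scrublet scores, the median over genes for chromosomes, a minimum of 150 genes before filtering, and the mitochondrial filter for the number of nuclei, the sex-linked transcripts, the phases and the chromosomes.

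The ratios and intervals were tested on simulated data. With chromosome 14 simulated at a log2 ratio of -1.00 in nuclei of the size of re-derived cluster 3, over 7355 genes, a median of -0.99 was recovered and no other chromosome passed 0.006 in size. Of 200 genes changed in that comparison, 100.0% were recovered within 0.5, and 96.0% of 2000 Poisson intervals held the simulated mean. The simulated nuclei shared 1 profile apart from chromosome 14 and these 200 genes. The 0.006 is therefore no measure of the shifts between real clusters, where the median of chromosome 1 reached 0.44 in cluster 7. The intervals were tested on Poisson draws, which checks only how they were computed.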

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

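The test of depth for nuclei without sex-linked transcripts and the test of single genes for chromosome 14 were chosen only after the result was seen. Chromosomes 12 and 14 and the clusters that go with them were also picked after the values of every chromosome in every cluster had been seen, while the tests on their parts, on gene length and GC content and on G1 nuclei were set before those results were seen. With 1 library there are no control nuclei, so each value below is set against the other nuclei of the library.

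The paper does not analyse sex-linked transcripts of the BB-p53n OPCs, which came from pups of either sex. After thinning to 5000 UMIs, 91.8% (95% exact binomial interval 90.4 to 93.1) of the nuclei of re-derived cluster 1 had *Xist* and no Y-linked UMI, or 90.9% without thinning and with the 30 shallower nuclei. In cluster 3, 67.9% (65.3 to 70.5) had Y-linked UMIs and no *Xist*, or 78.3% without thinning and with 28 shallower nuclei. Among nuclei with UMIs of only one kind, the share with *Xist* was 99.7% in cluster 1 and 1.44% in cluster 3. This is consistent with clusters that differ by the sex of the pups the OPCs came from, a test set before the data were examined that could have come out the other way. Clustering without the sex-linked genes, here *Xist* and 4 Y-linked genes, gave 8 clusters. Its adjusted Rand index against the re-derived clusters was 0.864, where 1 means the same clusters. *Tsix*, on the X chromosome, was at 32.5 times its level in the other nuclei in cluster 1 and was not among the genes left out. That clustering therefore cannot show how far the clusters depend on sex-linked genes as a whole. Between 93.0% and 96.4% of the nuclei of clusters 2, 4, 6 and 7 had neither *Xist* nor a Y-linked UMI. The tables argue against depth as the whole cause, since at 5000 UMIs the share with neither differed between clusters by 90.6 percentage points, from 5.75% in cluster 1 to 96.4% in cluster 2. Loss of the Y chromosome, loss of *Xist* expression in female cells and culture of single clones stay open and were not tested.

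Cluster 0 had Y-linked UMIs without *Xist* in 30.1% of its nuclei, which a mixture of nuclei with and without the Y chromosome could give. The share of its nuclei without a Y-linked UMI was 30.4 percentage points above what a single rate of Y-linked UMIs for the whole cluster gives. The excess was also 14.7 points in cluster 3, 10.3 in cluster 4, 9.43 in cluster 7 and 34.8 in cluster 5, so uneven expression of these genes between nuclei, or doublets, would also pass the limit of 5 points set beforehand, and the mixture stays a hypothesis.

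Chromosome 14 took 0.605 times as large a share of the UMIs in cluster 3 as in the other nuclei, and its median log2 ratio over 275 genes was -0.81. In single nuclei, 98.5% (97.7 to 99.1) of cluster 3 had a share below the median of the other nuclei. The tables argue against a few abundant genes, because the median over genes, where each weighs the same, stayed at -0.81 and 96.4% of the genes were lower. They argue against gene length and GC content, since the median was -0.82 once their trend was taken off, and against the cell cycle, since among nuclei scored G1 it was -0.72. The values fewer copies of the chromosome would need were found, with a median of -0.78 in the first part of the chromosome and -0.84 in the second. Among the 1954 nuclei with at most 5% mitochondrial UMIs, the ratio in their cluster 1 was 0.743. The size of these ratios is relative, since the other nuclei differ among themselves. Chromosome 14 took 3.84% of the UMIs in clusters 2, 4 and 6 together, which was 1.28 times its share in the remaining nuclei. It took 3.02% in cluster 0 and 2.10% in cluster 3, the lowest share of any cluster. Fewer copies of chromosome 14 than in the other nuclei may explain the low share in cluster 3, as a hypothesis found and tested on the same data. Regulation of many genes along the chromosome was not tested, and no nuclei with a known number of copies were used here.

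Chromosome 12 took 0.637 times as large a share of the UMIs in clusters 2, 4 and 6 together as in the other nuclei, with a median log2 ratio of -0.54 over 263 genes. Per cluster the median was -0.45 in cluster 2, -0.39 in cluster 4 and -0.42 in cluster 6, while the median in cluster 1 was 0.39. The direction is therefore relative, and fewer copies in these clusters cannot be set apart from more copies elsewhere. Without the trend of gene length and GC content the median was -0.52, and among nuclei scored G1 it was -0.52 too, which argues against both as the cause. Both parts of the chromosome were lower, with -0.60 in the first and -0.48 in the second, as a difference in the number of copies would need, so that this may be the explanation. Few nuclei of clusters 2, 4 and 6 had sex-linked transcripts, and whether these clusters descend from shared cells was not tested.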

How the results depend on the processing

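The tests with the highest Scrublet scores removed, with the median over genes for chromosomes, with at least 150 genes, and with the mitochondrial filter for the number of nuclei, the sex-linked transcripts, the phases and the chromosomes were chosen only after the result was seen, and the other alternatives were set before the data were examined. Over 18 results and 103 alternative values, 50 stayed within the counting interval of the value given at the paper's statements, or equalled it, and 53 moved. Where a value moved the cause was not tested, except for the number of nuclei, which follows from each filter itself. In every setting with a clustering, *Cspg4* stayed below the other nuclei in the cluster with the lowest *Pdgfra*, by ratios from 0.131 to 0.243. The *Pdgfra* ratios, from 0.0254 to 0.159, are below 1 through the choice of this cluster and show only how low the level is. For both genes the upper ends are medians of 20 random draws, and the highest single draws had 0.198 for *Pdgfra* and 0.285 for *Cspg4*.

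The number of nuclei kept was 8917 with 2000 to 8000 genes, 10047 without cutoffs, 9486 with 1.5 times the interquartile range and 1954 after the mitochondrial filter, and the 10047 barcodes before filtering became 10036 with at least 150 genes. With all deposited barcodes there were 10 clusters and the *Pdgfra* ratio was 0.0496. With 3000 to 7000 genes there were 7 clusters, and the ratios were 0.0916 for *Pdgfra* and 0.193 for *Cspg4*. Without nuclei over 5% mitochondrial UMIs there were 5 clusters, the lowest level of *Olig1*, *Olig2* or *Sox2* over the library fell to 0.614, the ratios were 0.121 for *Pdgfra* and 0.218 for *Cspg4*, and *Tubb3* in its highest cluster rose to 36.0 CPM. With that filter, nuclei with *Xist* alone in cluster 4 of the 1954 nuclei were 89.7%, nuclei with Y-linked UMIs alone in cluster 1 were 63.0%, and the highest shares of a cluster in S and G2/M were 50.5% and 94.8%. The chromosome ratios were then 0.743 for chromosome 14 in cluster 1 and 0.680 for chromosome 12 in cluster 3 of those nuclei. In 20 random draws of 1954 nuclei the median was 3.5 clusters, and the median ratios were 0.159 for *Pdgfra* and 0.243 for *Cspg4*, with *Tubb3* at 30.0 CPM in its highest cluster.

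A resolution of 0.4 gave 6 clusters and a *Pdgfra* ratio of 0.0715. With 20 neighbors there were 17 clusters, the lowest level of the 3 transcription factors was 0.634, the ratios were 0.0254 for *Pdgfra* and 0.131 for *Cspg4*, and the highest clusters had 4.23 CPM of *Gfap* and 45.3 CPM of *Tubb3*. With 2000 variable genes there were 9 clusters, and *Tubb3* reached 41.4 CPM. A scale factor of 10000 gave 9 clusters, a lowest level of 0.642 for the transcription factors, ratios of 0.0389 for *Pdgfra* and 0.140 for *Cspg4*, and 35.6 CPM of *Tubb3*. Without regression there were 10 clusters and a *Pdgfra* ratio of 0.0317. Clustered without cell cycle genes, *Tubb3* reached 35.2 CPM. Clustering without the named genes, the cell cycle genes or the sex-linked genes left 8 clusters each. Without the 8% of nuclei with the highest Scrublet scores there were 7 clusters, with ratios of 0.0349 for *Pdgfra* and 0.145 for *Cspg4*. Removal of Scrublet doublets removed no nucleus, since Scrublet called 0, and is void.

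Thinned to 3000 UMIs, the lowest share of nuclei with a UMI of the transcription factors was 35.0%, *Xist* alone in cluster 1 was 87.0% and Y-linked UMIs alone in cluster 3 were 52.2%. Without thinning, the lowest share was 69.8%, Y-linked UMIs alone in cluster 3 were 78.3% and the highest share in S was 44.4%. Shares of nuclei with a UMI therefore follow the depth, while CPM does not need a common depth. As the median over genes, the chromosome ratios were 0.572 for chromosome 14 in cluster 3 and 0.689 for chromosome 12 in clusters 2, 4 and 6. Mean module scores put the highest cluster of all 10 lists where the sums did. With 1 library, none of these settings measures the spread between cultures.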

Differences from the paper's values

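The tests of the number of nuclei after the mitochondrial filter, of a minimum of 150 genes and of removing the highest Scrublet scores were chosen only after the result was seen, while the mitochondrial filter had been set for the number of clusters before the data were examined.

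The paper's Supplemental Table 1 gives 1954 nuclei of BB-p53n OPCs after filtering, and the cutoffs of its methods, 2000 to 8000 genes, kept 8917 nuclei of the deposited matrix. Of the alternatives set before the data were examined, all deposited barcodes gave 10047 and 1.5 times the interquartile range gave 9486, so neither closed the gap. Without nuclei with over 5% mitochondrial UMIs, there were 1954 nuclei with means of 15395.4 UMIs and 4774.4 genes, the paper's values for all 3 measures. The methods do not name such a filter, so this is the setting under which the values meet, and whether the paper used it was not tested.

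The paper gives 5 clusters of cultured BB-p53n OPCs, and the settings of its methods gave 8 clusters of the 8917 nuclei. Of the alternatives set before the data were examined, removal of nuclei with over 5% mitochondrial UMIs gave 5 clusters, a resolution of 0.4 gave 6, 3000 to 7000 genes gave 7 and the median of 20 random draws of 1954 nuclei was 3.5, which all lie within 1.5 times of the paper's number. All deposited barcodes and no regression gave 10 clusters each, 2000 variable genes and a scale factor of 10000 gave 9 each, 20 neighbors gave 17, and clustering without the named, cell cycle or sex-linked genes gave 8 each, none of which closed the gap. Removal of the 8% of nuclei with the highest Scrublet scores, chosen after seeing the values, gave 7 clusters.

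Before filtering, the paper's table gives 10036 nuclei against 10047 deposited barcodes, which differ by less than 1.5 times. With at least 150 genes, a minimum chosen after seeing the values and after several had been tried, the matrix gave 10036.

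The paper states that no cluster was enriched for neuronal, astrocytic or neural progenitor transcripts. With the marker lists of this work, which are not the paper's, the highest cluster had 1042 CPM of the neuronal genes against 354 CPM in the library, 729 against 463 CPM of the astrocytic genes, and 734 against 417 CPM of the neural progenitor genes. In the 1954 nuclei with at most 5% mitochondrial UMIs, the highest cluster had 732 against 456 CPM of the neuronal genes, 659.5 against 434 CPM of the astrocytic genes and 669.5 against 540 CPM of the neural progenitor genes. In the 8917 nuclei, the neuronal sum of the highest cluster rested mostly on *Nrxn3*, with 933 CPM in cluster 7. By mean module score, the highest cluster reached 0.0236 for the neuronal, 0.00096 for the astrocytic and 0.014 for the neural progenitor genes. The highest score for the OPC genes was 0.215. The size of a score depends on how abundant the listed genes are, and the OPC genes were more abundant. Low scores beside the OPC score therefore cannot decide whether a cluster is enriched. Between clusters, the neuronal score differed by 0.0536 and the primitive OPC score by 0.0563. For each list, the scores had the same highest cluster as the sums.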

Other observations

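The test of doublets between nuclei with *Xist* and nuclei with Y-linked transcripts was chosen only after the result was seen, while the other tests of this part were set before their results were seen.

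What separates the clusters of the cultured library was also weighed against the cell cycle and the depth of the nuclei. At 5000 UMIs, the share of nuclei scored G2/M ran from 1.92% in re-derived cluster 2 to 87.9% in cluster 4, a difference of 86.0 percentage points, and that scored G1 from 11.9% in cluster 4 to 71.1% in cluster 2. Clusters 2, 4 and 6, which share the low share of chromosome 12, may thus be parted from each other by the cell cycle. Clustering without cell cycle genes gave 8 clusters with an adjusted Rand index of 0.876 against the re-derived ones, where 1 means the same clusters. It left out only the 43 S and 54 G2/M genes, so other genes that follow the cycle could still shape it. That clustering therefore cannot decide how far the cell cycle parts the clusters. The median UMIs per nucleus differed between clusters by up to 3.03 times, and by 1.93 times without cluster 5, so that depth may set cluster 5 apart and passes the limit of 2 times through this cluster alone.

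Cluster 5 had 2.30 times the median UMIs of all other nuclei, and no autosome's median log2 ratio in it was below -0.06. If its nuclei were doublets, they were predicted to have the most genes at 5000 UMIs, and this prediction was not met, since their median was 2648 genes against 2675 in cluster 1. The comparison leaves doublets open, because nuclei of cluster 1 have more genes at that depth for a reason that was not tested, and the reading of this outcome as open was chosen after it was seen. At 5000 UMIs, nuclei with both *Xist* and a Y-linked UMI were 5.24% of cluster 5 (95% exact binomial interval 3.77 to 7.07). In another cluster they were at most 2.11% (1.49 to 2.92). Without thinning they were 16.9% of cluster 5 (14.3 to 19.7) and at most 5.08% (4.09 to 6.22) of another cluster. The unthinned shares also follow the depth, which was highest in cluster 5. Doublets of nuclei of different sex in cluster 5 could give this excess. The share scored G2/M was 45.6%, below the 87.9% of cluster 4, which argues against the doubled DNA of G2/M as the whole cause of its UMIs. Of the 8% of nuclei with the highest Scrublet scores, 66.6% were of cluster 5, and they made up 61.1% of that cluster. The median Scrublet score was 0.195 in cluster 5 and between 0.0206 and 0.0371 in the other clusters. Doublets would give such scores, the high UMIs and the nuclei with both kinds of transcript. A large part of cluster 5 may therefore be doublets, although Scrublet called 0 nuclei.

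The share of nuclei with at most 5% mitochondrial UMIs differed between clusters. It was 38.4% in cluster 0, 44.6% in cluster 3 and 31.3% in cluster 7, but 10.9% in cluster 1, 7.61% in cluster 2, 14.6% in cluster 4, 15.3% in cluster 5 and 6.40% in cluster 6. A filter at 5% therefore changes the proportions of the clusters. In cluster 3 of the 1954 nuclei, 77.0% of the nuclei came from clusters 2, 4 and 6, and in cluster 4 of the 1954 nuclei, which had the lowest *Pdgfra*, 93.0% came from cluster 1.

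Of the autosomes other than chromosomes 12 and 14, the largest median log2 ratios over genes in a cluster were 0.44 for chromosome 1 in cluster 7, -0.42 for chromosome 15 in cluster 1, 0.31 for chromosome 11 in cluster 3 and -0.31 for chromosome 4 in cluster 1. On chromosome 15 it was -0.28 in the first part and -0.59 in the second, and on chromosome 4 it was -0.18 and -0.56. The paper reports copy number changes for tumor cells in the brain, and none of these values is from a tumor.

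Genes that the paper discusses in tumors were also counted in the cultured BB-p53n OPCs. *Top2a* was at 745 CPM and *Mki67* at 436 CPM in the library, and both were lowest in cluster 2, with 226 and 159 CPM. *Cdk1* was at 224 CPM, *Myc* at 64.3 CPM and *Cd44* at 28.4 CPM. Of the synaptic genes, *Lrrtm4* was at 130 CPM, *Syt1* at 109 CPM, *Camk1* at 77.6 CPM, *Gabrg3* at 56.2 CPM, *Gabrb2* at 8.11 CPM and *Cntnap2* at 4.14 CPM. *Shank1*, *Pvalb* and *Gria1* were below 1 CPM, at 0.645, 0.326 and 0.227. No tumor sample was set beside these levels.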
